# Jejunal Transcriptomic Profiling for Differences in Feed Conversion Ratio in Slow-Growing Chickens

**DOI:** 10.3390/ani11092606

**Published:** 2021-09-05

**Authors:** Panpradub Sinpru, Cindy Riou, Satoshi Kubota, Chotima Poompramun, Wittawat Molee, Amonrat Molee

**Keywords:** feed conversion ratio, jejunum, intestine, digestive tract, transcriptome, RNA sequencing, slow-growing chicken, feed efficiency, poultry production

## Abstract

**Simple Summary:**

The slow-growing Korat chicken (KR) is economically attractive, as KR meat has a high selling price and has thus been used in Thailand to support smallholder farmers. However, low feed efficiency in KR stockbreeding makes the product less competitive and improving KR feed efficiency is central to increasing KR profitability. Using RNA sequencing, we compared the jejunal transcriptomic profiles of low- and high-feed conversion ratio (FCR) KR chickens, to identify FCR-related transcriptional variation and biological pathways. Gene Ontology and Kyoto Encyclopedia of Gene and Genome analysis revealed that the main pathways involved in KR FCR variation are related to immune response, glutathione metabolism, vitamin transport and metabolism, lipid metabolism, and neuronal and cardiac maturation, development, and growth. This is the first study to investigate, in the jejunum, the molecular genetic mechanisms affecting the FCR of slow-growing chickens. These findings will be useful in line-breeding programs to improve feed efficiency and profitability in slow-growing chicken stockbreeding.

**Abstract:**

Improving feed efficiency is an important breeding target for the poultry industry; to achieve this, it is necessary to understand the molecular basis of feed efficiency. We compared the jejunal transcriptomes of low- and high-feed conversion ratio (FCR) slow-growing Korat chickens (KRs). Using an original sample of 75 isolated 10-week-old KR males, we took jejunal samples from six individuals in two groups: those with extremely low FCR (*n* = 3; FCR = 1.93 ± 0.05) and those with extremely high FCR (*n* = 3; FCR = 3.29 ± 0.06). Jejunal transcriptome profiling via RNA sequencing revealed 56 genes that were differentially expressed (*p* < 0.01, FC > 2): 31 were upregulated, and 25 were downregulated, in the low-FCR group relative to the high-FCR group. Functional annotation revealed that these differentially expressed genes were enriched in biological processes related to immune response, glutathione metabolism, vitamin transport and metabolism, lipid metabolism, and neuronal and cardiac maturation, development, and growth, suggesting that these are important mechanisms governing jejunal feed conversion. These findings provide an important molecular basis for future breeding strategies to improve slow-growing chicken feed efficiency.

## 1. Introduction

In poultry breeding, improving feed efficiency—the efficiency of converting energy and nutrients from feed into tissue—presents an important environmental and economic challenge [1]. Low feed efficiency raises production costs and reduces competitiveness, particularly when combined with unstable feed costs [2], and improving feed efficiency could increase profitability. Feed efficiency is commonly measured in poultry production using the feed conversion rate (FCR, the ratio of feed intake to body weight gain [3,4]), especially in the production of chickens for meat [5,6]. In male slow-growing broilers, selecting for higher FCR can effectively increase feed efficiency and improve the growth rate and market weight, without affecting carcass composition [7]. However, FCR is also highly associated with production traits; some studies show that selecting for lower FCR increases the body weight gain, but it can also increase the feed intake, increase the average daily gain, and reduce the meat quality [7,8]. It is thus difficult to improve FCR via traditional breeding. Therefore, understanding the molecular basis for FCR is necessary to improve poultry production.

The slow-growing Korat chicken (KR) is produced from an indigenous breed that retains its ancestral behavioral and phenotypic traits [9]. The KR line—a crossbreed between a male of a Thai indigenous chicken line (Leung Hang Khao) and a female of a broiler line (Suranaree University of Technology)—was established to support smallholder farmers, to ensure food security in communities, and to contribute to preserving indigenous chicken breeds. KR meat has a unique taste—compared to broiler meat it is firmer and chewier, with lower fat and higher collagen content, giving it a higher selling price [10,11]. KR chickens have an average daily weight gain of 19.8–21.0 g/d, and FCR of 2.2–2.3 [12]; they are sent to the market at ca. 1.2–1.7 kg bodyweight, at 10 weeks of age.

Digestive efficiency is important in determining feed efficiency, and is highly heritable [13]. The digestive system is essential for the conversion of ingested food into the nutrients required for growth, maintenance, and reproduction [14]. The conversion of energy and nutrients from feed into tissue depends partly on nutrient absorption [15]. The jejunum is an important small intestine section that ensures nutrient absorption [16,17].

RNA sequencing (RNA-seq) has been used widely and successfully to examine economically important traits in many cultured species such as carp [18], sheep [19], cows [20], and chickens [21]. Many studies have been conducted on poultry feed efficiency using RNA-seq. However, most have focused on the selection on residual feed intake [21,22,23,24]; few data are available on FCR selection. A prior study in ducks reported that FCR selection is associated with significant gene expression variation [25]. Recent RNA-seq studies have been conducted on native chickens [23,24], dwarf chickens [21], divergent lines [26], and broiler lines [22,27]. These report that selection for a higher feed efficiency induces gene expression variation in the chicken muscle [22,24,27], duodenum [21,22,23], and jejunum [22], for which few data are available. Juanchich et al. [26] examined gene expression in the gizzard and jejunum of broiler chickens in a line divergently selected for their digestive efficiency. They did not find differentially expressed genes (DEGs).

To the best of our knowledge, no data have yet been published on the effect of FCR selection on jejunal gene expression in slow-growing chicken. The objective of this study is to examine the effect of FCR selection on the jejunal gene expression in slow-growing chickens. Our ultimate goal is to find candidate genes that can improve FCR. Here, using RNA-seq to compare the jejunal transcriptome profiles of low- and high-FCR KR groups, we examined the biological pathways connecting FCR and feed efficiency. We identified 56 genes related to the FCR that are enriched in biological processes related to immune response; the metabolism of glutathione, vitamins, and lipids; and neuronal and cardiac maturation, development, and growth. These genes are potentially central to governing jejunal feed conversion. These findings will improve understanding of the mechanisms underlying feed efficiency in slow-growing chickens and will improve breeding selection programs aimed at producing slow-growing chickens while minimizing feed costs.

## 2. Materials and Methods

### 2.1. Ethics Statement

The animal handling and maintenance procedures used in the present study were approved by the Ethics Committee on Animal Use of Suranaree University of Technology, Nakhon Ratchasima, Thailand (permit number: U1-02631-2559).

### 2.2. Experimental Animal and Tissue Collection

We used 75 one-day-old male slow-growing KR chickens. They were raised in individual cages under a 16L:8D light regimen and fed ad libitum three types of commercial feed (CPF Co., Ltd., Nakhon Ratchasima, Thailand): a starter diet (21% protein), a grower diet (19% protein), and a finisher diet (17% protein) at 0–3, 4–6, and 7–10 weeks of age, respectively. An automatic nipple watering system was installed individually in each cage, and water was freely available. The FCR was calculated as previously described [7], using the following equation:

(1) $$\mathrm{FCR}=\frac{FI}{BWG}$$

where *FI* represents the total feed intake from 1 week to 10 weeks (g), and *BWG* is the body weight at 10 weeks of age (g) minus the body weight at 1 week (g).

The chickens were then ranked by FCR at 10 weeks of age. Six individuals with extreme FCR values were chosen: three with extremely low FCR (1.83–1.99), and three with extremely high FCR (3.18−3.36). After 8 h of fasting, these six males were stunned using chloroform for knockout and were sacrificed by neck cutting for bleeding. The jejunum was dissected immediately from the carcass, cut into 1 cm segments, snap-frozen in liquid nitrogen, and subsequently stored at −80 °C until further processing. The significance of differences in growth performance between the FCR groups was determined using Student’s *t*-test. The statistical significance threshold was set at *p* < 0.05.

### 2.3. RNA Extraction

Total RNA was extracted from each sample using TRIzol reagent (Thermo Fisher Scientific, Carlsbad, CA, USA). Jejunal tissue from each bird was lysed and homogenized in TRIzol reagent. After centrifugation, the supernatants were transferred to new tubes and incubated with chloroform for 5 min. Samples were then centrifuged for 10 min at 12,000× *g* (Thermo Fisher Scientific, Langenselbold, Germany). Pellets were precipitated using isopropanol, washed with 75% ethanol, and dried at 25 °C for 5 min. RNA pellets were resuspended in 20 µL of nuclease-free water. The quantity and quality of the extracted RNAs were monitored using an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA), a NanoDrop (Thermo Fisher Scientific, CA, USA) device, and a 1% agarose gel. One microgram of total RNA with RIN > 7.5 was used for library preparation.

### 2.4. RNA Library Preparation and Sequencing

RNA-seq library preparation, sequencing, and analysis were carried out by Vishuo Biomedical Ltd. (Bangkok, Thailand), following the procedure of [28]. For RNA-seq preparation, poly (A) mRNA isolation was performed using the NEBNext^®^ Poly(A) mRNA Magnetic Isolation Module (New England BioLabs, Ipswich, MA, USA). mRNA fragmentation and priming were performed using NEBNext^®^ First Strand Synthesis Reaction Buffer and Random Primers (New England BioLabs, Ipswich, MA, USA). First-strand cDNA was synthesized using ProtoScript^®^ II Reverse Transcriptase (New England BioLabs). Second-strand cDNA was synthesized using the Second Strand Synthesis Enzyme Mix (New England BioLabs). Bead-purified double-stranded cDNA was treated with NEBNext End Prep Enzyme Mix (New England BioLabs) to repair both ends and to add a dA-tail in one reaction, followed by T–A ligation to add adaptors to both ends. The size selection of adaptor-ligated DNA was then performed using beads, and fragments of ~420 bp (insert size of ~300 bp) were recovered. Libraries were amplified by polymerase chain reaction (PCR) for 13 cycles. The PCR products were purified using beads, and their quality and quantity were checked using a Qsep100 (BIOptic Inc., Taiwan, China), and a Qubit 3.0 Fluorometer (Invitrogen, Carlsbad, CA, USA). The libraries were sequenced using paired-end configurations with a read length of 2 × 150 bp on an Illumina HiSeq X instrument (Illumina, San Diego, CA, USA). Image analysis and base calling were conducted using the HiSeq Control Software (HCS) + OLB + G A Pipeline-1.6 (Illumina).

### 2.5. Gene Expression and Differential Expression Analysis

To ensure high-quality data, low-quality reads and those containing adapter contamination were removed using Cutadapt v. 1.9.1 [29]. Read bases with a phred quality score less than 20 (Q20), sequencing adapters, and reads containing poly-N were filtered out to generate clean data. The guanine cytosine (GC) content of the clean reads was then calculated. All downstream analyses were based on high-quality, clean data. The reads were mapped to the chicken genome (GRCg6a, GenBank: GCA_000002315.5) using HISAT2 v. 2.0.1 [30]. Cufflinks v. 2.2.1 [31] was used to assemble the mapped reads. Alternative splicing events were extracted, quantified, and compared using ASprofile v. 1.0 [32]. Gene-level read counts were enumerated using HTSeq v. 0.6.1 [33]. Differential gene expression between high- and low-FCR samples was analyzed using the DESeq2 R package [34]. *p*-values were adjusted using a Benjamini–Hochberg correction [35] to control the false discovery rate. The criteria for identifying DEGs were FC > 2 (or |log_2_ FC| > 1), *p* < 0.01, and a *q*-value < 0.27.

The visualization of the differences and similarities between high- and low-FCR samples was performed using a principal component analysis (PCA) of the transcripts and DEGs, using the ropls R package [36]. A volcano plot (created using EnhancedVolcano in R [37]) was used to visualize the jejunal transcriptome and DEGs. A heatmap (generated using pheatmap in R [38]) was used to illustrate the DEG expression profile for each sample.

### 2.6. RNA-Seq Validation via RT-qPCR

To confirm the differential expression results, eight genes (i.e., *LY6E*, *PLAC8*, *LOC771880*, *MLKL*, *ADV*, *IFI6*, *PLA2G4B*, and *LBFABP*) were randomly selected and their expression was measured by quantitative reverse transcription PCR (RT-qPCR). Total RNA was converted into first-strand cDNA using a High Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific, Carlsbad, CA, USA). The primers (Table S1) for each gene were designed using NCBI Primer BLAST (https://www.ncbi.nlm.nih.gov/tools/primer-blast/, accessed on 28 October 2021) and the Ensembl genome browser (https://ensembl.org/, accessed on 28 October 2021). The amplification efficiencies for each primer pair were calculated prior to RT-qPCR validation, and the efficiency of reaction values from 90 to 110% were used for qPCR reactions. RT-qPCR reactions were conducted in triplicate on a LightCycler^®^ 480 Real-Time PCR System (Roche Diagnostics GmbH, Mannheim, Germany) using SYBR^®^ Green Chemistry. The thermocycling program consisted of an initial denaturation step at 95 °C for 10 s, followed by 45 cycles of 95 °C for 30 s, 60 °C for 30 s, and 72 °C for 1 min, with a final extension at 72 °C for 5 min. Relative gene expression was calculated using the 2^−Δ^^ΔCt^ method, using the housekeeping gene *GAPDH* as an internal control [31]. To validate the RNA-seq results, we conducted linear regression analysis of the log_2_ FC scores of the RNA-seq and RT-qPCR analyses using a regression analysis tool from the data analysis tool pack of Microsoft^®^ Excel^®^ 2016 (Microsoft Corp., Redmond, WA, USA). The correlation between log_2_ FC was calculated with the Pearson test using SPSS v. 24.0 for Windows software (SPSS Inc., Chicago, IL, USA). The statistical significance threshold was set at *p* ≤ 0.01.

### 2.7. GO Term and KEGG Pathway Enrichment Analysis

Functional annotation and Gene Ontology (GO) term enrichment were performed using the Ensembl and Entrez Gene (NCBI) databases for *Gallus gallus*, using ViSEAGO [39] in R. The dataset of the jejunum-expressed genes was used as a background for DEG GO term enrichment (Fisher’s exact test, *p*-value < 0.05). Multi-dimensional scaling (MDS) plots constructed from the semantic similarity distances between enriched GO terms were generated using ViSEAGO [39].

Pathway enrichment analysis was based on Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway units. A hypergeometric test was used to identify the DEG pathways that were significantly enriched against the transcriptome background, using the following formula:

(2) $$p=1-\overset{m-1}{\underset{i=0}{\sum }}\frac{\left(\begin{array}{c} M\\ i \end{array}\right)\left(\begin{array}{c} N-M\\ n-i \end{array}\right)}{\left(\begin{array}{c} N\\ n \end{array}\right)}$$

where *N* is the number of genes with pathway annotations; *n* is the number of DEGs in *N*; *M* is the number of genes annotated for a particular pathway in all genes; and *m* is the number of DEGs annotated for this pathway.

A scatter plot was used to graphically represent the KEGG enrichment analysis results. The degree of enrichment was assessed using the Rich factor (the ratio of the number of DEGs in the pathway to the total number of genes in the pathway), *q*-value < 0.05, and the number of genes enriched in each pathway.

## 3. Results

### 3.1. Feed Efficiency Associated with Low- and High-FCR

At 10 weeks of age, FCR was significantly lower in the low FCR group (1.93 ± 0.05) than in the high-FCR group (3.29 ± 0.06) (*n* = 3 per group; *p* < 0.05; Table 1). The low-FCR group had significantly lower feed intake and significantly higher body weight gain than the high-FCR group (*p* < 0.05).

### 3.2. Genome Mapping Statistic

RNA-seq of the six jejunum epithelial samples generated 264.9 million raw reads (Table 2). 

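Poly(A) RNA from the jejunum of 6 birds at 10 weeks of age was sequenced, with 1 library per bird: L1, L2 and L3 from the low-FCR group and H1, H2 and H3 from the high-FCR group. The paper describes the samples as jejunum epithelial samples and states that RNA was isolated from the entire section of the jejunum. The authors trimmed the reads with Cutadapt 1.9.1, mapped them to GRCg6a with HISAT2 2.0.1 and counted reads per gene with HTSeq 0.6.1. The values analysed here are these whole-number counts per Ensembl gene, together with the FPKM that the authors computed from them, from each gene's exonic size and from the total count of the library. Total counts over all listed genes ranged from 10436038 in L3 to 11370043 in H3, with a median of 11326238 in the low-FCR group and 11337067 in the high-FCR group. Counts were normalized by TMM, with factors from 0.870 to 1.06, and levels are given as CPM, the normalized counts scaled to a common library size. A count of 3 in a library equals 0.249 to 0.304 CPM. Such limits and intervals cover counting error only, and the intervals, over counts pooled within a group, leave out the variation between birds. Reads were not counted by molecular identifiers, so the counting error may be larger than given. The groups were compared with edgeR's quasi-likelihood test over the 14282 genes with a mean FPKM of at least 0.5, with a Benjamini-Hochberg adjustment. A log2 FC here is the low-FCR group over the high-FCR group, so a positive value is higher in the low-FCR group. The deposited label of H3 carries the word low-FCR, while its code and the paper's tables and figures place it in the high-FCR group, which is the grouping used here.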

After filtration, 6.3 Gb on average of high-quality data (Q20 > 95%, Q30 > 90%) was retained for each sample. The filtered data were subsequently aligned with the reference genome. Over 83% of the clean reads per sample were mapped to the *Gallus gallus* genome assembly. Between 78.15% and 80.49% reads were uniquely mapped, whereas 4.76–7.84% reads were mapped more than once.

Mapped reads were assigned to genomic features, exons, introns, and intergenic regions. Most of the sequences (59.09–70.04%) were mapped to exonic regions; 13.34–21.38% to intergenic regions; and 12.12–27.57% to intronic regions (Figure 1). This indicates that our sequences matched the reference genome mainly in coding regions and were therefore acceptable for further analysis.

### 3.3. Differential Expression Profiling

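Of the 24356 genes listed, 19970 had a count in at least 1 library, 14988 had a count in every library and 4386 had 0 counts in all 6. COX1, which encodes a mitochondrial subunit of cytochrome c oxidase, had the most counts in every library. Between 17057 and 17536 genes were detected per bird, so the birds differed little in the number of genes expressed. Genes on chromosome W, which female birds carry, had 16140 counts in the library of L1 and 48 to 80 in each of the other libraries. In L1, 37 of the 124 W-linked genes had at least 10 counts, against 1 to 3 in the other birds. The W-linked genes with symbols and the most counts in L1 were Wpkci-7 with 5971, HNRNPKL with 1233 and NIPBLL with 1160. All 26 W-linked genes that were tested had a higher mean in the low-FCR group, and 21 passed when adjusted over the list alone, although their counts came from L1. Genes on chromosome Z, of which males carry a pair of copies and females a single one, were lower in L1 than in the other birds, with a median log2 difference of -0.51 over 652 genes (bootstrap 95% interval -0.583 to -0.445). This median lay between 0.05 and 0.16 in the other birds, and over 13477 autosomal genes it was 0.02 in L1. The paper describes the birds as males.

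**Figure D1:**
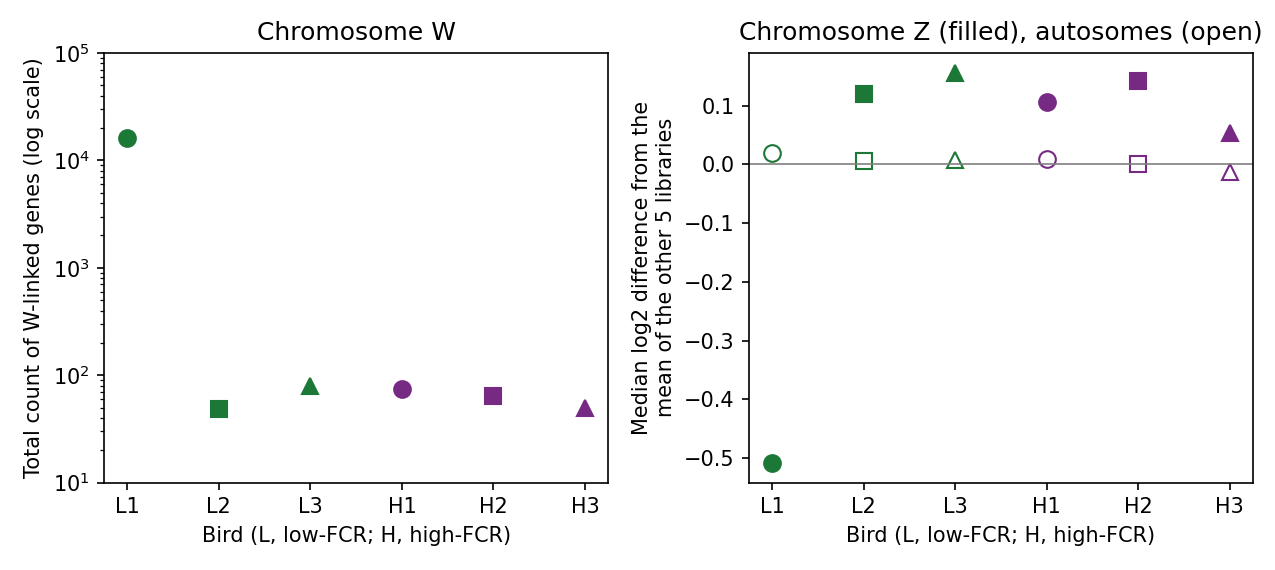
Left, total counts of the W-linked genes in each library on a log scale. Right, median log2 difference of Z-linked and of autosomal genes in each bird from the other birds. L1 holds 16140 W-linked counts and its Z-linked median is -0.51, while the autosomal medians of all birds lie near 0.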

In total, 24,356 transcripts were identified in the jejunum samples. Based on the PCA (Figure 2), high-FCR samples were closely grouped together, whereas low-FCR samples were scattered, reflecting natural biological variation in gene expression in the low-FCR group. 

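The low-FCR birds differed from each other in markers of the distal small intestine. FABP6, the bile acid binding protein of ileal enterocytes, lies on chromosome 13 and had 45215 counts in L1, 151 in L2 and 3596 in L3, against 2217, 7865 and 160 in H1, H2 and H3. SLC10A2, the ileal bile acid transporter, had 467 counts in L1, 1324 in L3 and 0 in L2, which allows up to 0.268 CPM. Its counts in H1, H2 and H3 were 74, 262 and 41. Of 18 HOX genes with a mean count of at least 20, 14 were highest in L1 or L3. Most of these 18 are not among the markers of the distal small intestine fixed in advance. In a PCA of the tested genes on log2(FPKM + 0.5), scaled per gene, component 1 held 36.3% and component 2 26.8% of the variance. L1 lay at -139 on component 1 and L3 at 124 on component 2. L2 lay at 35.4 and -47.2, near the high-FCR birds, which spanned 4.24 to 70.2 on component 1 and -24.0 to -15.2 on component 2. The mean distance between birds over the scaled genes was 193 within the low-FCR group, 145 within the high-FCR group and 165 between the groups. L2 was 123 from H2 and 125 from H1, and 191 from L1 and 181 from L3. The ratio of the spread within the low-FCR group to that within the high-FCR group was 1.34 (exact permutation test, two-sided, p = 0.40, where 3 birds against 3 allow no p below 0.10).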

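LYGL, a goose-type lysozyme gene on chromosome 1, was lower in the low-FCR jejunum at 28.4 ± 5.95 CPM (SD, n = 3 birds) against 247 ± 212 in the high-FCR jejunum (SD, n = 3), a log2 FC of -3.12 (standard error 0.60; 0.167 with H3 grouped as low-FCR). SLBP, which binds the stem-loop of histone mRNA, had a log2 FC of -2.25 (standard error 0.54), which became -1.44 without H3 and 0.135 with H3 grouped as low-FCR. ENOPH1, an enzyme of methionine salvage, and SNX10, a sorting nexin, had log2 FCs of -1.09 and -1.07 (standard error 0.26 for each), which became -0.833 and -0.279 with H3 grouped as low-FCR. Among the genes with higher levels in the low-FCR jejunum, SLC6A7, a proline transporter gene, had a log2 FC of 3.56 (standard error 0.90; 2.02 without L3) and YJEFN3 one of 3.75 (standard error 0.93). CPEB1, a regulator of mRNA polyadenylation, was at 11.1 ± 0.813 CPM in the low-FCR group and 4.87 ± 0.333 in the high-FCR group (SD, n = 3 in each), a log2 FC of 1.19 (standard error 0.33). SLBP, ENOPH1, SNX10 and CPEB1 are outside Table 3. These 7 genes were named among those in which the birds of one group all lay above those of the other, as they did in 908 of the tested genes (6.36%), where chance gives 10%. By edgeR, 0 genes had an adjusted p under 0.05, and the smallest adjusted p of all genes was 0.997. An unadjusted p under 0.05 was found for 463 genes (3.24%) and one under 0.01 for 59, where chance gives 143. With the replicate number as a block edgeR gave 2 genes at an adjusted p under 0.05, the W-linked Wpkci-7 with 5971 counts in L1 and 0 to 5 in the other birds, and the Z-linked ENSGALG00000051419 with 1165 counts in L1 and 0 to 3 in the others. DESeq2 called 10 genes, DESeq2 with a prior on the fold change 9, limma on log2(FPKM + 0.5) 0 and limma-voom 0. At an unadjusted p under 0.01 and an absolute log2 FC over 1, 20 genes were higher in the low-FCR group and 38 were lower, so 34.5% were higher. That share was 26.9% with limma, 39.1% after quantile normalization and 41.2% after a shift of each library to the same median. More genes were higher than lower in other settings, with shares of 59.3% with no filter on low values, 61.2% with the replicate block, 61.6% with DESeq2, 61.6% without L2, 60% without L3 and 57.1% without H1. W-linked genes were 19 of the 150 genes with no filter and 20 of the 103 with the block. Of the 58 genes, 36 are in Table 3, 16 of them higher and 20 lower. Without L2, 202 genes were higher and 126 were lower, against 17 and 22 without L1, 30 and 20 without L3, 40 and 30 without H1, 8 and 38 without H2 and 18 and 28 without H3. With H3 grouped as low-FCR 16 genes were higher and 18 were lower, and with no filter on low values 89 were higher and 61 were lower.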

Differential gene expression analysis revealed 56 DEGs (*p* < 0.01, log_2_ FC > 1), of which 31 were upregulated and 25 downregulated in the low-FCR group relative to the high-FCR group (Figure 3). Those genes differentially expressed in response to differences in FCR are summarized in Table 3. 

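All 56 genes of Table 3 were listed in the file, and each differed in the direction the paper gives, 31 higher and 25 lower in the low-FCR group. CEBPD, a transcription factor of the acute-phase response, was at 77.0 ± 52.6 CPM in the low-FCR jejunum and 22.6 ± 9.32 in the high-FCR jejunum (SD, n = 3 birds in each), a log2 FC of 1.77 (standard error 0.51; 1.06 without L1). SPAG1, which takes part in the assembly of dynein arms, had a log2 FC of 1.51 (standard error 0.44), and RASGRF1, a guanine nucleotide exchange factor of RAS, one of 2.01 (standard error 0.67; 1.19 without L3). On the other side, KNG1, which encodes kininogen, had a log2 FC of -2.14 (standard error 0.71), the phosphatase gene PTPDC1 one of -1.82 (standard error 0.50) and TRIM27.2 one of -1.67 (standard error 0.47; -0.517 with H3 grouped as low-FCR). In 40 of the 56 genes the groups did not overlap, 19 higher and 21 lower, where chance gives 10%. The genes were chosen on these same libraries, so these counts are not independent evidence. An unadjusted p under 0.05 was reached by 56 of the genes, and 37 also had p under 0.01 and an absolute log2 FC over 1 by edgeR. This count of 37 was 17 without L1, 45 without L2, 15 without L3, 17 without H1, 20 without H2 and 17 without H3, and 56 with no filter on low values and with DESeq2. With H3 grouped as low-FCR it was 2, and with a term for the series of bird numbers 7.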

Among the low-FCR individuals, individual L2 had a distinct pattern of DEG expression (Figure 4).

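In 31 of the 56 genes of Table 3, L2 lay nearer to the mean of the high-FCR birds than to the mean of L1 and L3. These were 26 of the 31 genes with higher levels in the low-FCR group and 5 of the 25 with lower levels. ART4, an ADP-ribosyltransferase gene of chromosome 1, had 63 counts in L1, 25 in L3 and 5 in L2, against 1, 2 and 6 in H1, H2 and H3, a log2 FC of 3.49 (standard error 1.08). MYO16, an unconventional myosin gene under the filter on low values, was highest in L2, with 70 counts against 33 in L1 and 9 in L3. The mean standardized level of the genes higher in the low-FCR group was 0.894 in L1, 1.30 in L3 and -0.175 in L2. For the genes lower in the low-FCR group it was -1.09 in L1, -0.711 in L3 and -0.519 in L2, with 0.810, 0.525 and 0.989 in H1, H2 and H3. The same count of genes nearer to the other group was 12 for H2, 5 for H1, 3 for H3 and 1 for each of L1 and L3. L2 also had the lowest mean level of the 7 measured markers of the distal small intestine, -1.87 on the log2 scale around the mean of the birds, against 1.58 in L1, 1.33 in L3, 0.20 in H1, 0.19 in H2 and -1.43 in H3.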

We conducted PCA of the DEGs to examine the high level of natural variation in the low-FCR group. There was a distinct separation between the high- and low-FCR groups (Figure 5), providing evidence that these DEGs are appropriate for separating these groups, in spite of the natural variation in the low-FCR group.

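Over the 56 genes of Table 3, component 1 held 73.7% of the variance and component 2 11.5%. L1 and L3 lay at -7.47 and -7.91 on component 1 and L2 at -0.70, while H1, H2 and H3 lay at 5.20, 4.66 and 6.22. The gap between L2 and the nearest high-FCR bird was 0.380 of the whole range. The genes were chosen on these same libraries, so this gap is not independent evidence. Some of these genes lack a symbol. ENSGALG00000047845 on chromosome 1 was at 1.92 ± 0.579 CPM in the low-FCR group and 7.96 ± 0.315 in the high-FCR group (SD, n = 3 birds in each), a log2 FC of -2.04 (standard error 0.42). ENSGALG00000035976 on chromosome 22 had 59 counts in the low-FCR birds and 2 in the high-FCR birds. This is a ratio of 32.1 with a 95% counting interval of 8.51 to 272 (Clopper-Pearson). Between birds its log2 FC was 4.79 (standard error 1.10). Genes were also picked by p anew in each of 10 splits of the birds. The gap on component 1 was then 0.462 in the real split, the smallest of all, and 0.553 to 0.810 in the others.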

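In the RNA-seq libraries, LY6E, PLAC8, LOC771880, AVD and IFI6 were lower in the low-FCR group, and MLKL, PLA2G4B and LBFABP were higher. IFI6, an interferon-inducible gene, lies on chromosome 2 of GRCg6a from 89717661 to 89722211. Its level was 461 ± 199 CPM (SD, n = 3 birds) in the low-FCR jejunum and 1320 ± 631 (SD, n = 3) in the high-FCR jejunum, a log2 FC of -1.52 (standard error 0.47; -0.46 with H3 grouped as low-FCR). The groups overlapped, with 7626 counts in L2 and 7239 in H2. They also overlapped for PLA2G4B and LBFABP, and did not for LY6E, PLAC8, LOC771880, AVD and MLKL. GAPDH, the reference gene of the paper's RT-qPCR, was at 1349 ± 650 CPM in the low-FCR group and 1010.3 ± 106 in the high-FCR group (SD, n = 3 in each), a log2 FC of 0.42 (standard error 0.38) that became 0.00670 without L1 and 0.72 without L3. None of these genes passed adjustment over all genes by edgeR. DESeq2, run as an alternative after the data had been seen, gave LY6E an adjusted p of 0.00255 and LOC771880 (ENSGALG00000052285) one of 0.0123. It gave MLKL one of 0.0219 and PLAC8 one of 0.0423, and did not call AVD, IFI6, PLA2G4B and LBFABP. The RT-qPCR measurements were not analysed here.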

To validate these results, eight DEGs (i.e., *LY6E*, *PLAC8*, *LOC771880*, *MLKL*, *ADV*, *IFI6*, *PLA2G4B*, and *LBFABP*) were randomly selected for RT-qPCR assays using the same RNA samples used for RNA-seq. The linear regression of RNA-seq and RT-qPCR log_2_ FC scores (Figure 6) reveals that these selected DEGs showed concordant expression patterns using both methods, with a strong positive association (R^2^ = 0.9875). Moreover, Pearson’s correlation also showed that this association is significantly correlated (*r* = 0.960, *p* < 0.01). Thus, the RT-qPCR analysis validated the RNA-seq results.

### 3.4. Functional Annotation and GO Term Enrichment Analysis

The significantly enriched Ensembl-derived GO terms are shown in Figure 7. Table S2 shows the associated DEGs, and Table 4 shows the significantly enriched Entrez Gene-derived GO terms. GO term enrichment revealed 22 GO terms in the BP category, 6 in the MF category, and none in the CC category. The Ensembl-derived MDS plots, which arrange the GO terms into several main groups, reveal the most important functions associated with jejunal differences in FCR (Figure 7A). Based on the Ensembl-derived MDS plots and the Entrez Gene-derived GO terms, the main biological processes implicated are: immune response; neuronal and cardiac maturation, development and growth; and glutathione and vitamin metabolism.

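The 28 lists of genes fixed in advance covered pathways, cell types of the gut wall and of other tissues, and chromosome W. By camera with a preset inter-gene correlation of 0.01, 16 of the 28 lists had an adjusted p under 0.05, 3 lower and 13 higher. With an estimated correlation 0 lists did, with a smallest adjusted p of 0.545, and by fry 0 did, with a smallest adjusted p of 0.810. The 3 lower lists with the preset correlation were those of interferon-stimulated genes, T cells and the cell cycle, and the 13 higher ones included enteric neurons, glia, striated muscle, absorptive enterocytes, glutathione metabolism and vitamin metabolism. Another of the 13 was the list of W-linked genes, with a mean level of 5.47 in L1 and -1.01 to -1.13 in the other birds, on the log2 scale around the mean of the birds. Of the 9 measured genes of striated muscle, 7 were higher in the low-FCR group, with a median log2 FC of 0.97 (camera with a preset correlation, adjusted p = 0.00799; adjusted p = 0.545 with an estimated correlation). Without L1, without H2 and with H3 grouped as low-FCR the adjusted p of this list was over 0.05. The striated muscle list had a mean level of 1.01, -0.52 and 0.75 in L1, L2 and L3 and 0.01, -0.74 and -0.53 in H1, H2 and H3. In the same order, the markers of enteric neurons were at 0.87, -0.73 and 0.84 and at 0.08, -0.94 and -0.12, and those of smooth muscle at 1.12, -0.74 and -0.33 and at 0.46, -0.36 and -0.14. None of the striated muscle genes passed when adjusted over the list alone, and NRAP and MYOZ3 of this list are in Table 3, so it is not independent of the paper's choice. NRAP, a nebulin-related anchoring protein of muscle, had 55 counts in L1, 17 in L2 and 215 in L3, against 19, 12 and 8 in H1, H2 and H3, a log2 FC of 2.98 (standard error 0.88; 1.65 without L3). MYOZ3, a myozenin of the Z-disc, had a log2 FC of 2.66 (standard error 0.89; 1.11 without L3). TNNC1, the troponin C of cardiac and slow muscle, had one of 1.18 (standard error 0.79; 0.71 without L1). The count of 16 was 10 without L1, 9 without H3 and 5 with H3 grouped as low-FCR.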

### 3.5. Pathway Enrichment Analysis

The top 30 most significantly enriched KEGG pathways are shown in Figure 8, and Table S3 shows the associated DEGs. The pathways for vitamin digestion and absorption, and the primary immunodeficiency pathways, had the highest Rich factors, indicating their importance in jejunal differences in FCR.

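Of the 38 measured genes of vitamin transport and metabolism, 26 were higher and 12 were lower in the low-FCR group, with a median log2 FC of 0.16 (camera with a preset correlation, adjusted p = 0.0335; adjusted p = 0.545 with an estimated correlation). The adjusted p with the preset correlation was over 0.05 without L1, L2, H2 or H3 and with H3 grouped as low-FCR. The mean level of the list, on the log2 scale around the mean of the birds, was 0.37, 0.23 and -0.12 in L1, L2 and L3 and 0.20, -0.28 and -0.39 in H1, H2 and H3. For 21 markers of absorptive enterocytes it was 0.83, 0.65 and -0.42 in L1, L2 and L3 and 0.95, -0.38 and -1.63 in H1, H2 and H3. As fixed, these markers share CUBN and RBP2 with the vitamin list, so their levels are not independent of it. Of the 38 genes, 5 were higher and 1 was lower at an unadjusted p under 0.05, and 0 passed when adjusted over the list alone. MMACHC and LOC100857280 were among the higher genes and AVD was the lower one. SLC23A3, of the family of ascorbate transporters, lies on chromosome 7 from 22261123 to 22267312. It was at 11.1 ± 8.00 CPM (SD, n = 3 birds) in the low-FCR jejunum and 2.14 ± 1.04 (SD, n = 3) in the high-FCR jejunum, a log2 FC of 2.37 (standard error 0.73). L2, with 27 counts, lay below H1 with 37. The list holds 4 genes of Table 3, chosen on these libraries, so its direction is not independent evidence.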

Consistent with the GO term analysis, KEGG pathway enrichment analysis revealed that the main biological pathways involved in jejunal differences in FCR were those related to immune response; neuronal and cardiac maturation, development and growth; glutathione and vitamin metabolism; and lipid metabolism.

## 4. Discussion

The jejunum is the primary site of nutrient absorption [16,17]. The jejunum transcriptome has been studied previously in broiler lines with differences in digestive efficiency [26] and ducks with differences in FCR [25], an indicator of feed conversion efficiency. Our study represents the first analysis of jejunal transcriptomic differences associated with FCR in slow-growing chickens. We investigated DEG–associated functional networks to elucidate feed conversion and feed efficiency in slow-growing chickens.

For the KR chickens that we studied, FCR was 1.93 in the low-FCR group and 3.29 in the high-FCR group. In a KR population, the market-age FCR averages 2.2 [12], which is below that of commercial slow-growing meat-type chickens, at 3.22 [40], and Chinese yellow slow-growing chickens, at 3.15 [7,40]. We observed that, for KR chickens, higher body weight can be achieved with reduced feed intake, even at FCR values as low as 1.93. In Chinese slow-growing chickens, selecting for FCR can improve the market weight, even though FCR is negatively correlated with feed intake [7,21]. This suggests that the growth dynamics of KR chickens may be unique among slow-growing chickens.

Our functional annotation of DEGs revealed an enrichment of biological processes related mainly to immune response, glutathione metabolism, vitamin transport and metabolism, lipid metabolism, and neuronal and cardiac maturation, development, and growth. This suggests that these might be important mechanisms governing jejunal feed conversion in KR chickens.

### 4.1. Immune Response

Immune defense is central to intestinal function, because the intestinal epithelium is in contact with the feed and microbiota [41]. Although we did not select for immune-related traits, immune response was the most important enriched pathway, representing various DEGs. 

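Interferon-stimulated genes were lower in the low-FCR jejunum. Of 28 measured, 27 were lower and 1 was higher, with a median log2 FC of -0.78. USP41, a gene of the ubiquitin-specific proteases, was at 62.5 ± 21.6 CPM (SD, n = 3 birds) in the low-FCR group and 268 ± 136 (SD, n = 3) in the high-FCR group, a log2 FC of -2.10 (standard error 0.44). MX1, an antiviral GTPase, was at 99.3 ± 61.8 and 390 ± 207 CPM, a log2 FC of -1.97 (standard error 0.57), and L2 overlapped with H2. OASL, an oligoadenylate synthetase-like gene, had a log2 FC of -1.61 (standard error 0.49), which became -0.98 without H3 and 0.0662 with H3 grouped as low-FCR. ZNFX1 and ZC3HAV1, which encode sensors of viral RNA and are outside Table 3, had log2 FCs of -1.08 (standard error 0.31) and -0.83 (standard error 0.24), with no overlap of the groups. With H3 grouped as low-FCR the log2 FC was -0.47 for USP41, -0.46 for MX1, -0.249 for ZNFX1 and -0.563 for ZC3HAV1. The mean level of the list, on the log2 scale around the mean of the birds, was -0.94 in L1, -0.05 in L2 and -0.40 in L3, and 0.55 in H1, -0.14 in H2 and 0.98 in H3. The list had an adjusted p of 1.2e-18 by camera with a preset correlation, an adjusted p of 0.0857 with H3 grouped as low-FCR and an adjusted p = 0.545 with an estimated correlation. At an unadjusted p under 0.05, 11 genes were lower, and 8 passed when adjusted over the list alone. LY6E, USP41, MX1, OASL and IFI6 of this list are in Table 3, so its direction is not independent evidence. Genes of B and plasma cells did not move one way, with 5 of 15 higher and a median log2 FC of -0.15 (camera adjusted p = 0.422; lower at an adjusted p of 0.0435 without L3 and 0.0300 without H1). Genes of antigen presentation were higher in 9 and lower in 8 of 17, with a median of 0.02 (camera adjusted p = 0.265; higher at an adjusted p of 0.0273 without H3 and 0.00568 with H3 grouped as low-FCR). Among them, the class II gene BLB2 had a log2 FC of 1.11 (standard error 0.40; 0.70 without L1) and the class I gene BF1 one of -0.67 (standard error 0.49; -0.30 without L1, -1.31 without L3, -0.44 without H3 and -0.104 with H3 grouped as low-FCR).

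**Figure D2:**
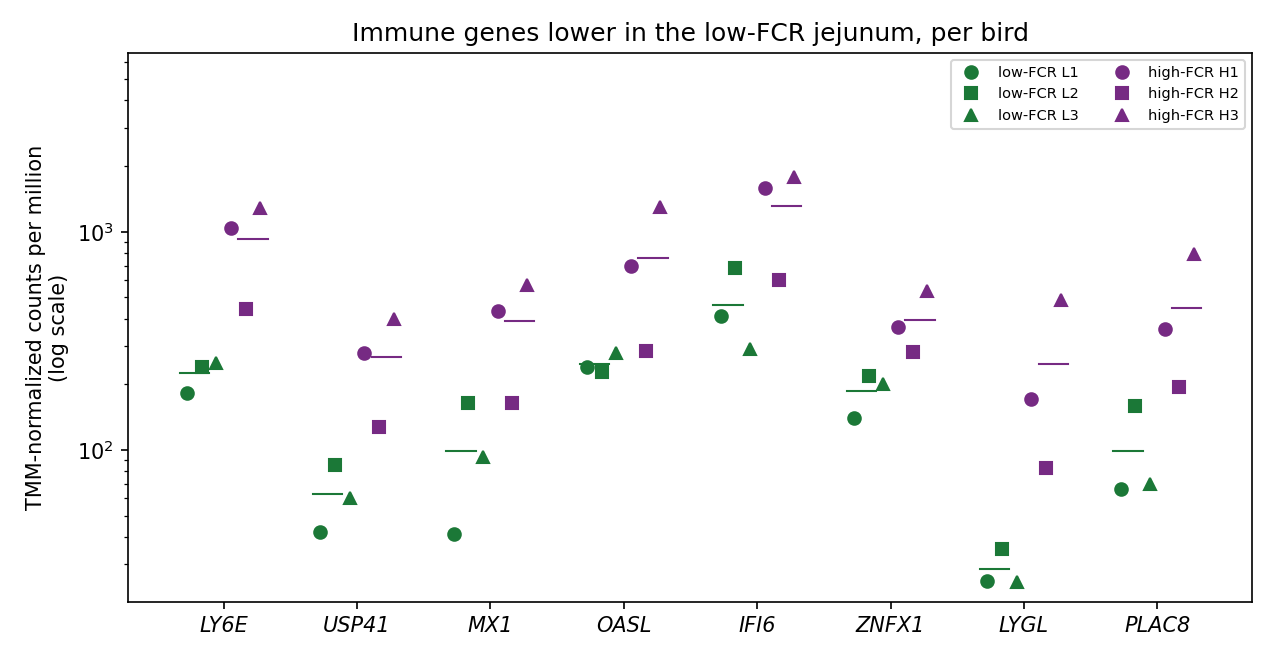
TMM-normalized CPM of 8 genes in each bird on a log scale, with low-FCR and high-FCR birds in separate colours. Points are birds and lines are group means. H1 and H3 lie above the low-FCR birds in these genes, and L2 and H2 lie close together for MX1 and IFI6.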

Consistent with many research studies on poultry, in which selecting for higher feed efficiency was found to be associated with muscular and intestinal epithelial immune response [22,24,25,27], we found that FCR in KR chickens is associated with differences in jejunal immune response.

Within the innate immune system, macrophages are essential for maintaining mucosal homeostasis and epithelial renewal [42]. Jejunal tissue is enriched in genes related to immune defense and immune response via macrophages [26], highlighting the importance of macrophages in the immune system of the chicken jejunum. 

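SPON2, a secreted spondin of chromosome 4 (84851297 to 84898911), was at 23.9 ± 15.2 CPM (SD, n = 3 birds) in the low-FCR jejunum and 7.43 ± 1.09 (SD, n = 3) in the high-FCR jejunum. This was a log2 FC of 1.68 (standard error 0.55). L1 and L3 had 351 and 322 counts, while L2 had 76, within the 73 to 103 of the high-FCR birds. MMP10, a matrix metalloproteinase gene of chromosome 1 (183766300 to 183772932), was at 16.2 ± 8.54 CPM in the low-FCR group and 5.61 ± 0.456 in the high-FCR group (SD, n = 3 in each), a log2 FC of 1.53 (standard error 0.47) with no overlap between the groups. Of 25 measured genes of macrophages and other myeloid cells, 11 were higher and 14 were lower in the low-FCR group. The median log2 FC of this list was -0.12, while its mean was 0.10, and camera gave an adjusted p of 0.638 in the higher direction. SPON2 and MMP10 were the genes of the list at an unadjusted p under 0.05, and 0 passed when adjusted over the list alone. Both are in Table 3 and were chosen on these libraries, so they are not independent evidence. MRC1, the macrophage mannose receptor, had a log2 FC of 0.90 (standard error 0.45), and TIMD4, a phosphatidylserine receptor of macrophages, one of 0.70 (standard error 0.48; 0.20 without L3).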

Two DEGs, *SPON2* (Spondin-2) and *MMP10* (Matrix metalloproteinase 10, or stromelysin 2), with higher expression in the low-FCR group, are involved in macrophage activation and function. In contrast, in the muscle of high feed efficiency chicken, a decrease in macrophage activation has been predicted [22]. *SPON2* encodes a protein that binds directly to bacterial lipopolysaccharide (LPS), functioning as an opsonin for macrophagic phagocytosis of bacteria [43]. In the jejunum of steers, genes related to bacterial LPS were more highly expressed in high feed efficiency (high gain–low intake) individuals than in low feed efficiency (low gain–high intake) individuals, suggesting that high feed efficiency is associated with higher macrophage bactericidal potential [44]. Therefore, higher *SPON2* expression in the low-FCR group may indicate a greater ability to eliminate bacterial LPS via the macrophage pathway.

*MMP10* encodes a critical cell-autonomous mediator controlling macrophage activation [45]. Our results suggest that higher *SPON2* and *MMP10* expression might ensure the maintenance of a healthy environment in the low-FCR jejunum, with a greater potential to eliminate bacteria and other undesirable particles. Their lower expression in the high-FCR group highlights the importance of this pathway for feed efficiency. Therefore, higher *SPON2* and *MMP10* expression might be essential for improving feed efficiency.

Several of the DEGs are related to T-cell activation (i.e*., LAPTM4B*, *LOC771880*, *LAG3*, and *LY6E*). 

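Genes of T cells and cytotoxic lymphocytes were lower in the low-FCR jejunum. Of 27 measured, 26 were lower and 1 was higher, with a median log2 FC of -0.52. CTLA4, an inhibitory receptor of T cells outside Table 3, lies on chromosome 7 and was at 16.5 ± 2.97 CPM (SD, n = 3 birds) in the low-FCR group and 34.1 ± 12.0 (SD, n = 3) in the high-FCR group. Its log2 FC was -1.05 (standard error 0.33; -0.21 with H3 grouped as low-FCR), with no overlap between the groups. The mean level of the list, on the log2 scale around the mean of the birds, was -0.77 in L1, 0.09 in L2 and -0.51 in L3, and 0.22 in H1, 0.11 in H2 and 0.86 in H3, so that L2 lay close to H1 and H2. By camera the list had an adjusted p of 1.9e-13 with a preset correlation, an adjusted p of 0.342 with H3 grouped as low-FCR and an adjusted p = 0.545 with an estimated correlation. At an unadjusted p under 0.05, 8 genes were lower. The 2 that passed when adjusted over the list alone were LAG3 and ENSGALG00000052285, a gene of LOC771880. LAG3 and both genes of LOC771880 in this list are in Table 3. The direction of the list and the 2 genes that passed are thus not independent evidence.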

T-cells are essential in the adaptive immune response, producing interferons and interleukins to coordinate an appropriate immune response [46]. Intestinal T-cells are critical in control and protection against pathogenic infections [47]. T-cell proliferation is associated with improved growth performance in animals treated with feed supplements and provides a protective immune response [48,49]. 

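LAPTM4B encodes a lysosomal membrane protein and lies on chromosome 2 from 127225486 to 127287310. Its level was 32.9 ± 17.7 CPM (SD, n = 3 birds) in the low-FCR jejunum and 11.1 ± 4.22 (SD, n = 3) in the high-FCR jejunum. This is a log2 FC of 1.57 (standard error 0.52), and the gene did not pass adjustment over all genes by edgeR. L1 and L3 had 403 and 497 counts, above H1, H2 and H3 with 71, 162 and 154. L2, with 142 counts, lay below H2 and H3.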

*LAPTM4B*, which encodes a protein that negatively regulates active transforming growth factor beta 1 (TGF-β1) production in human regulatory T-cells (Tregs) [50], was expressed more highly in the low-FCR group. The production of active TGF-β1 is one mechanism whereby human Tregs suppress immune responses [51]. Thus, higher *LAPTM4B* expression in the low-FCR jejunum may lead to T-cell activation, which would not occur to the same extent in the high-FCR group.

*LOC771880* (*CD8A*) and *LAG3* were more highly expressed in the high-FCR group. 

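Table 3 gives the symbol LOC771880 to a pair of genes near CD8A on chromosome 4. ENSGALG00000052285, from 85828727 to 85833484, had 6 counts in the low-FCR birds together and 146 in the high-FCR birds, a ratio of 22.3 with a 95% counting interval of 10.0 to 61.8 (Clopper-Pearson). In H1, H2 and H3 its counts were 46, 11 and 89. Its log2 FC of -4.41 (standard error 0.96) became -0.215 with H3 grouped as low-FCR. ENSGALG00000048572, whose listed span from 85722927 to 85900720 covers the first one, was at 2.21 ± 1.94 CPM (SD, n = 3 birds) in the low-FCR jejunum and 8.82 ± 4.06 (SD, n = 3) in the high-FCR jejunum, a log2 FC of -1.99 (standard error 0.70). CD8A itself, the alpha chain of the CD8 co-receptor (ENSGALG00000038559), was at 75.3 ± 27.1 CPM in the low-FCR group and 101 ± 31.4 in the high-FCR group (SD, n = 3 in each). Its log2 FC of -0.42 (standard error 0.33) became -0.18 without L1, -0.71 without L2, -0.14 without H3 and 0.129 with H3 grouped as low-FCR. LAG3, an inhibitory receptor of T cells on chromosome 1, was at 13.3 ± 3.67 and 44.0 ± 25.0 CPM, a log2 FC of -1.73 (standard error 0.44; -0.12 with H3 grouped as low-FCR). The groups did not overlap for LAG3 and both genes of LOC771880. None of these genes passed adjustment over all genes by edgeR, while DESeq2 gave ENSGALG00000052285 an adjusted p of 0.0123.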

*CD8* encodes a cell-surface glycoprotein (antigen) found on most T-cells [52,53]. *LAG3* encodes a protein that functions as a T-cell inhibitor [54,55,56]*. CD8*+ T-cells are precursors of cytotoxic T-cells, which are efficient immune effectors with an important role in eliminating virus-infected cells [57]. *CD8*+ T-cell proliferation is associated with higher growth performance in pigs with viral infection [48]. The *CD8A* expression profile in the high-FCR jejunum may thus indicate that its immune system is potentially more sensitive to viral infection. This is supported by our finding that *LY6E*, which promotes viral entry in human cell lines [58], was more highly expressed in the high-FCR group. Together, our findings reveal that the lower T-cell inhibitor expression in the low-FCR jejunum may promote T-cell activation, which is essential in the adaptive immune response. In contrast, in the muscle of native chickens selected on residual feed intake, genes relative to T-cell activation were downregulated in high feed efficiency chickens [24].

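LY6E, a membrane-anchored protein of the LY6 family and an interferon-stimulated gene, lies on chromosome 2 from 148338397 to 148344678. It was at 225 ± 37.0 CPM (SD, n = 3 birds) in the low-FCR jejunum and 925 ± 432 (SD, n = 3) in the high-FCR jejunum. The log2 FC was -2.04 (standard error 0.40; -0.60 with H3 grouped as low-FCR), and every low-FCR bird lay below every high-FCR bird. The counts were 1803, 2701 and 2753 in L1, L2 and L3, and 11990, 5372 and 14596 in H1, H2 and H3. The paper writes that the CD8A expression profile may indicate that the immune system of the high-FCR jejunum is potentially more sensitive to viral infection, with the higher LY6E there as support. It also writes that the lower expression of T-cell inhibitors in the low-FCR jejunum may promote T-cell activation.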

Changes in the cell death process may lead to severe disorders, including inflammatory diseases; this crucial process is therefore finely controlled in the intestinal barrier [59]. Previous studies have reported that selection for higher feed efficiency in chickens involves variation in the expression of muscular genes related to cell death [24,27]. Apoptosis and necroptosis are programmed forms of cell death involved in intestinal barrier homeostasis and renewal [59]. Two of the DEGs were related to apoptosis and necroptosis pathways. *PLAC8*, which was more highly expressed in the high-FCR group, was first identified via a microarray analysis of the murine placenta [60]. 

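PLAC8 encodes a cysteine-rich protein and lies on chromosome 4 from 46423727 to 46424857. Its level was 98.7 ± 53.0 CPM (SD, n = 3 birds) in the low-FCR jejunum and 446 ± 307 (SD, n = 3) in the high-FCR jejunum, a log2 FC of -2.18 (standard error 0.55). L2 had the most counts of the low-FCR birds, 1792, and H2 the fewest of the high-FCR birds, 2342, so the groups did not overlap. With H3 grouped as low-FCR the log2 FC was -0.0241.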

Its function in apoptosis has also been demonstrated [61]. Huang et al. [62] reported that butyrate, a short-chain fatty acid produced by gut microbes, reduces *PLAC8* expression and induces apoptosis in the human colon. A previous study in commercial broiler chicken showed that muscular genes related to cell death and survival were upregulated in a high feed efficiency group [27]. In contrast, a recent study in native chickens found an upregulation of muscular genes related to the apoptosis pathway in a low feed efficiency group [24]. We propose here that the higher expression of *PLAC8* in the high-FCR jejunum may reduce apoptosis, thus compromising jejunal barrier homeostasis and renewal.

In contrast to the *PLAC8* expression profile, *MLKL* was more highly expressed in the low-FCR group. 

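MLKL, the effector of necroptosis, lies on chromosome 11 from 1886612 to 1890948. It was at 9.14 ± 4.92 CPM (SD, n = 3 birds) in the low-FCR jejunum and 1.52 ± 0.516 (SD, n = 3) in the high-FCR jejunum, a log2 FC of 2.58 (standard error 0.59). The counts were 122, 39 and 127 in L1, L2 and L3, all above the 24, 13 and 16 in H1, H2 and H3. TRAF2, an adaptor of TNF receptors outside Table 3, was at 12.9 ± 3.70 CPM in the low-FCR group and 24.1 ± 4.39 in the high-FCR group (SD, n = 3 in each), a log2 FC of -0.90 (standard error 0.32). APAF1, the scaffold of the apoptosome, had a log2 FC of -0.89 (standard error 0.50), which became -0.53 without L1 and -1.80 without L2. Of 31 measured genes of apoptosis and necroptosis, 11 were higher and 20 were lower in the low-FCR group, with a median log2 FC of -0.09 (camera adjusted p = 0.179; adjusted p = 0.0235 without L2). None passed when adjusted over the list alone. MLKL was higher, and PLAC8 and TRAF2 were lower, at an unadjusted p under 0.05.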

*MLKL* mediates TNF-induced necroptosis [63,64,65,66], and the *RIPK3*–*MLKL* pathway is suggested to be important for activating necroptosis in digestive organs [67]. The higher *MLKL* expression in the low-FCR jejunum may promote necroptosis, ensuring jejunum barrier homeostasis and renewal, in contrast to the effect of *PLAC8* in the high-FCR jejunum. *PLAC8* and *MLKL* expression thus appears to be important for regulating homeostasis and renewal of the KR jejunal epithelium, ensuring epithelial integrity, and thereby ensuring a suitable environment for feed absorption.

### 4.2. Glutathione Metabolism

Higher oxidative stress is associated with low feed efficiency in broilers [68], steers [44], and cattle [69]. The antioxidant system maintains a diverse microbiota in the luminal epithelia of the gastrointestinal tract [70]. Production of reactive oxygen species and reactive nitrogen species by gastrointestinal epithelial cells or enteric commensal bacteria causes intestinal inflammation and impairs absorption [70]. Our findings revealed two DEGs (*MMACHC* and *CHAC1*) associated with glutathione metabolism; they are closely involved, respectively, in vitamin metabolism and neuronal function. 

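Of 29 measured genes of glutathione metabolism, 21 were higher and 8 were lower in the low-FCR group, with a median log2 FC of 0.28 (camera with a preset correlation, adjusted p = 0.0244; adjusted p = 0.545 with an estimated correlation). Without L1, L2 or H3 and with H3 grouped as low-FCR the adjusted p was over 0.05, and without L1 the median was -0.00241. On the log2 scale around the mean of the birds, the mean level of the list was 0.43, 0.09 and -0.20 in L1, L2 and L3 and 0.02, 0.01 and -0.34 in H1, H2 and H3, and that of 21 markers of absorptive enterocytes was lowest in H3 at -1.63. GSTA3, a glutathione S-transferase outside Table 3, lies on chromosome 3 and was at 264 ± 77.9 CPM (SD, n = 3 birds) in the low-FCR jejunum and 111 ± 45.3 (SD, n = 3) in the high-FCR jejunum. The log2 FC of GSTA3 was 1.26 (standard error 0.36), with no overlap between the groups. GPX1, a glutathione peroxidase that reduces hydrogen peroxide, had a log2 FC of 1.22 (standard error 0.49; 0.37 without L3). In the list, 5 genes were higher and 0 were lower at an unadjusted p under 0.05, and 0 passed when adjusted over the list alone. MMACHC and CHAC1 are in the list and were chosen on these libraries, so its direction is not independent evidence.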

*MMACHC*, more highly expressed in the low-FCR group, encodes a protein that functions closely with vitamin B12 and its derivatives, using glutathione to generate cob(I)alamin (a vitamin B12 derivative) and glutathione thioether [71]. 

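MMACHC lies on chromosome 8 from 21490165 to 21495843. Its level was 9.64 ± 4.95 CPM (SD, n = 3 birds) in the low-FCR jejunum and 2.74 ± 0.494 (SD, n = 3) in the high-FCR jejunum. This is a log2 FC of 1.81 (standard error 0.48). The low-FCR birds had 84, 60 and 165 counts and the high-FCR birds 25, 37 and 34, with no overlap. The gene did not pass adjustment over all genes by edgeR.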

Given that the formation of a thioether derivative in the glutathione pathway serves to detoxify xenobiotic compounds [72], our findings suggest that the low-FCR jejunum may have greater cellular detoxification potential than the high-FCR jejunum. *MMACHC* functions as a glutathione S-transferase. A previous study in a native chicken showed an upregulation of several glutathione S-transferase in the muscle of high feed efficiency native chickens, suggesting that responses to oxidative stress in high feed efficiency chickens is elevated [27]. In agreement with this, the findings of two previous studies suggest that chickens with high residual feed intake (low feed efficiency) are more susceptible to oxidative stress, since an upregulation of several muscular and duodenal genes responsible for ROS production in low efficiency animals was found [21,24].

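CHAC1, a gamma-glutamylcyclotransferase gene, lies on chromosome 5 from 24667321 to 24669438. It was at 11.3 ± 5.43 CPM (SD, n = 3 birds) in the low-FCR jejunum and 3.50 ± 0.480 (SD, n = 3) in the high-FCR jejunum, a log2 FC of 1.69 (standard error 0.47) with no overlap between the groups. CHAC1 is a target of ATF4 in the integrated stress response. Of 19 measured genes of this response, 16 were higher and 3 were lower in the low-FCR group (camera with a preset correlation, adjusted p = 0.00469; adjusted p = 0.545 with an estimated correlation). The adjusted p with the preset correlation was 0.125 without L1 and 0.0589 without H1. Its mean level was 0.36, -0.16 and 0.24 in L1, L2 and L3 and -0.25, -0.17 and -0.03 in H1, H2 and H3, on the log2 scale around the mean of the birds. The median log2 FC of this list was 0.28, and 0 genes passed when adjusted over the list alone. CHAC1, chosen by the paper on these libraries, was the 1 gene of the list at an unadjusted p under 0.05. The direction of the list is thus not independent evidence. HSPA5, the main chaperone of the endoplasmic reticulum, had a log2 FC of 0.86 (standard error 0.53; 1.41 without H3), and PSAT1, an enzyme of serine synthesis, one of 0.88 (standard error 0.51; 0.35 without L1).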

*CHAC1*, also more highly expressed in the low-FCR group, encodes a protein that catalyzes glutathione cleavage into 5-oxo-l-proline and a Cys-Gly dipeptide, functioning as a glutathione-degrading enzyme [73,74]. Higher *CHAC1* expression may thus sensitize low-FCR jejunal cells to oxidative injury; nevertheless, other pathways may balance redox homeostasis. Moreover, glutathione degradation by *CHAC1* may represent an important novel pathway in neuronal development and pathogenesis [75].

### 4.3. Vitamin Transport and Metabolism

Vitamin binding and metabolism pathways were enriched in the jejunal DEGs. In the beef steer jejunum, vitamin binding-related genes were significantly enriched in a high-feed efficiency group [44], indicating that this biological pathway related to vitamin binding may be important for feed efficiency. *AVD*, which was more highly expressed in the high-FCR group, encodes a protein that binds to biotin (water-soluble vitamin B8). 

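AVD, which encodes avidin, lies on chromosome Z from 9164659 to 9166088. Its level was 58.3 ± 16.9 CPM (SD, n = 3 birds) in the low-FCR jejunum and 141 ± 54.2 (SD, n = 3) in the high-FCR jejunum, a log2 FC of -1.27 (standard error 0.34) with no overlap between the groups. Z-linked genes were lower in L1 than in the other birds, and without L1 the log2 FC of AVD was -1.45, and with H3 grouped as low-FCR it was -0.22. Of 8 measured markers of goblet cells, 4 were higher and 4 were lower in the low-FCR group (camera adjusted p = 0.811). The median log2 FC of these markers was -0.01 and their mean 0.29, so they differ in sign. AVD, chosen by the paper on these libraries, was the 1 marker that passed when adjusted over the list alone. CLCA1, a secreted protein of goblet cells, had a log2 FC of 2.07 (standard error 1.30; 4.13 without H1), and TFF2, a trefoil peptide of mucus, one of 2.03 (standard error 0.78; 0.92 without L1).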

*AVD* is localized in chicken intestinal goblet cells; given that its expression increases in response to bacterial LPS stimulation, it may serve as an antibacterial mucus layer in the intestinal epithelium [76]. Variation in the composition of the jejunal mucus layer may be highly important, considering that mucus layer properties are important for the absorptive function of the small intestine [77]. However, considering that the gene expression profiles of the high-FCR individuals might reduce their immune response, the higher *AVD* expression may ensure a minimal defense system to protect the epithelium. *AVD* and *SPON2* (higher expressed in the low-FCR group) are related to the bacterial LPS degradation pathway [43,76]. Therefore, considering their contrasting expression profiles, we propose that the differences in FCR in KR chickens may be associated with different pathways responding to bacterial LPS stimulation.

*MMACHC*, related to glutathione metabolism and more highly expressed in the low-FCR group, encodes a cytosolic chaperone responsible for the processing and intracellular trafficking of cobalamin (water-soluble vitamin B12) by participating in the conversion of vitamin B12 into adenosylcobalamin (AdoCbl) and methylcobalamin (MeCbl) [71]. AdoCbl is a cofactor of mitochondrial methylmalonyl CoA mutase, which breaks down certain protein building blocks (amino acids), fats (lipids), and cholesterol [78]. MeCbl is a cofactor of cytosolic methionine synthase, which converts homocysteine into methionine, which is used to produce proteins and other important compounds [78]. The higher *MMACHC* expression in the low-FCR jejunum may reflect a higher potential for vitamin B12 metabolism into AdoCbl and MeCbl, essential components for protein breakdown and protein synthesis, respectively. This potentially ensures jejunal epithelial renewal and the absorption and metabolism of protein from feed.

Vitamin B12 interacts with superoxide at rates similar to those of superoxide dismutase; therefore, it may protect against chronic inflammation and modulate redox homeostasis [79]. The higher *MMACHC* expression in the low-FCR jejunum may thus represent a greater potential to modulate redox homeostasis by eliminating reactive oxygen species, thereby protecting the epithelium from inflammation. *MMACHC* is therefore an important candidate for improving the feed efficiency of slow-growing KRs.

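LOC100857280, an alcohol dehydrogenase gene, lies on chromosome 4 from 59974963 to 59980767. It was at 13.1 ± 8.05 CPM (SD, n = 3 birds) in the low-FCR jejunum and 3.76 ± 0.348 (SD, n = 3) in the high-FCR jejunum. Its log2 FC was 1.80 (standard error 0.50), with no overlap between the groups. L2 had the most counts, 244, against 58 in L1 and 127 in L3, and 47, 41 and 43 in H1, H2 and H3. Without L2 the log2 FC was 1.19.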

*ADH1L* (*LOC10087280*), highly expressed in the low-FCR group, participates in the metabolism of retinol (fat-soluble vitamin A) into retinoic acid, an important component that regulates gene transcription at specific DNA sites known as retinoic acid response elements (RAREs) [80]. In the murine liver, *ADH1* may minimize toxicity by rapidly metabolizing retinol into retinoic acid, thus reducing retinol utilization by P450s [81]. Retinol may induce oxidative stress and modulate antioxidant enzyme activity [82], and it plays a critical role in enhancing immune function [83]. Therefore, higher *ADH1L* expression in the low-FCR jejunum indicates that retinol metabolism may be central to improving slow-growing KR feed efficiency.

### 4.4. Lipid Metabolism

Our functional analysis revealed the enrichment of pathways related to lipid metabolism. 

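Of 27 measured genes of fatty acid uptake, trafficking and chylomicron assembly, 21 were higher and 6 were lower in the low-FCR group. Their median log2 FC was 0.26 (camera with a preset correlation, adjusted p = 4.3e-04; adjusted p = 0.545 with an estimated correlation), with an adjusted p of 0.342 without H3 and 0.513 with H3 grouped as low-FCR, where the median was -0.0142. The mean level of this list was 0.40, 0.24 and 0.20 in L1, L2 and L3 and 0.43, -0.28 and -0.98 in H1, H2 and H3, on the log2 scale around the mean of the birds. In the same order, 21 markers of absorptive enterocytes were at 0.83, 0.65 and -0.42 and at 0.95, -0.38 and -1.63. As fixed, these markers share FABP1, FABP2 and APOA4 with the list of fatty acid uptake, so their levels are not independent of it. FABP4, a fatty acid binding protein of adipocytes and macrophages, was at 10.7 ± 9.17 CPM (SD, n = 3 birds) in the low-FCR jejunum and 3.26 ± 0.263 (SD, n = 3) in the high-FCR jejunum, a log2 FC of 1.72 (standard error 0.62; 0.77 without L3). PLIN2, which coats lipid droplets, had a log2 FC of 1.03 (standard error 0.57; 0.10 without L3). Genes of fatty acid oxidation were higher in 17 and lower in 8 of 25, with a median log2 FC of 0.07. By camera with a preset correlation their adjusted p was 0.419, and 3.4e-04 in the higher direction without L3. With an estimated correlation and all birds it was 0.814. PPARA, a nuclear receptor that controls these genes, had a log2 FC of 0.88 (standard error 0.36; 0.411 with H3 grouped as low-FCR) with no overlap between the groups. PDK4, which slows the oxidation of glucose, had one of 1.34 (standard error 0.57; 0.46 without L3). In both lists 2 genes were higher and 0 were lower at an unadjusted p under 0.05, and 0 passed when adjusted over the list alone. LBFABP, chosen by the paper on these libraries, is in the first list.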

Processes related to lipids and fatty acid B-oxidation are highly enriched in the chicken jejunum [26], indicating the importance of this pathway with regard specifically to jejunal absorption. Many studies have shown that intestinal fatty acid degradation- and synthesis-, and fat transport-, metabolism-, and absorption-related genes are associated with feed efficiency in poultry [22,23,25]. *PLAC8,* a negative regulator of apoptosis and more highly expressed in the high-FCR group, also encodes a critical upstream protein that regulates brown fat differentiation and body weight, and controls thermoregulation [84]. Brown adipocytes oxidize fatty acids to produce heat in response to cold or excessive energy intake [84]. In mice, genetic inactivation of *PLAC8* is associated with cold intolerance, late-onset obesity, abnormal morphology, and impaired brown adipocyte function [84]. Higher *PLAC8* expression in the high-FCR jejunum may therefore indicate a higher potential for brown fat differentiation to promote body weight control and thermoregulation. This may reflect higher energy expenditure in the high-FCR than the low-FCR jejunum. The lower *PLAC8* expression in the low-FCR group suggests that those individuals may be less able to adapt to changes in environmental temperature or feed intake, because of their reduced capacity for thermoregulation or body weight control.

*LBFABP*, which was more highly expressed in the low-FCR group, is predominantly expressed in the chicken’s digestive tract [85], and encodes a protein belonging to the fatty acid binding protein family. 

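LBFABP, a liver basic fatty acid binding protein gene, lies on chromosome 23 from 5776686 to 5779203. Its level was 4.79 ± 3.86 CPM (SD, n = 3 birds) in the low-FCR jejunum and 0.685 ± 0.217 (SD, n = 3) in the high-FCR jejunum. This is a log2 FC of 2.78 (standard error 0.92). L1 and L3 had 60 and 86 counts, while L2 had 5, no more than H1, H2 and H3 with 5, 10 and 9. The gene did not pass adjustment over all genes by edgeR.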

Fatty acid binding proteins are abundant cytosolic lipid-binding proteins expressed in a tissue-specific pattern [86,87]. Their expression may facilitate intracellular fatty acid trafficking from uptake to storage or oxidation, or from lipid droplets for secretion [86,87,88]. In accordance with our results, a previous research study in duck showed that several fatty acid binding proteins were upregulated in the jejunum of a low-FCR group [25], revealing the importance of the peroxisome proliferator-activated receptor (PPAR) pathway in poultry feed efficiency [23,25]. The higher *LBFABP* expression in the low-FCR group is also consistent with the findings of Prakash et al. [89], who demonstrated that *LBFABP* is upregulated in high-feed efficiency broiler duodenums. It has been suggested that *LBFABP* plays a specific role in the liver in response to food intake, since its expression is higher in high-growth than in low-growth chickens [85]. The higher *LBFABP* expression in the low-FCR group suggests greater intracellular trafficking of lipids and consequently an increased capacity for lipid utilization (including storage and oxidation). We therefore suggest that *LBFABP* may be essential in controlling feed efficiency in slow-growing KR chickens.

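PLA2G4B lies on chromosome 5 from 25395587 to 25420105. It was at 19.4 ± 21.8 CPM (SD, n = 3 birds) in the low-FCR jejunum and 3.43 ± 1.87 (SD, n = 3) in the high-FCR jejunum, a log2 FC of 2.50 (standard error 0.86) that became 1.02 without L3. L3 had 485 counts, L1 103 and L2 39, against 64, 26 and 29 in H1, H2 and H3. PLA2G4A, the related cytosolic phospholipase A2 alpha, was at 11.2 ± 1.95 CPM in the low-FCR group and 12.7 ± 0.845 in the high-FCR group (SD, n = 3 in each). Its log2 FC was -0.18 (standard error 0.31; -0.34 without L2 and -0.0604 without L3). Of 24 measured genes of phospholipase A2 and arachidonic acid metabolism, 11 were higher and 13 were lower, with a median log2 FC of -0.05 and a mean of 0.08 (camera adjusted p = 0.611). HPGDS, a prostaglandin D synthase, had a log2 FC of 0.83 (standard error 0.34; 0.341 with H3 grouped as low-FCR, 0.52 without L1), and PTGDS, another one, -0.96 (standard error 0.49; -1.50 without L1 and -0.53 without H2). None passed when adjusted over the list alone, and PLA2G4B was chosen on these libraries.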

*PLA2G4B*, which was more highly expressed in the low-FCR jejunum encodes phospholipase A2 (in the cytosolic phospholipase A2 protein family), which hydrolyzes the sn-2 bond of phospholipids and releases lysophospholipids and fatty acids. Consistent with our results, a prior study in chickens (selected for residual feed intake) showed that *PLA2G4A* may be associated with feed efficiency, since it was upregulated in high feed efficiency duodenum [21]. Phospholipase A2 enzymes participate in membrane homeostasis by altering phospholipid composition. They also participate in energy production by supplying fatty acids for β-oxidation, in barrier-lipid generation, and in balancing saturated and unsaturated fatty acids [90]. They may also play an important role in metabolic disorders such as obesity, diabetes, hyperlipidemia, and fatty liver disease [91].

*PLA2G4B* varies in its tissue expression pattern, regulatory mechanisms, and functions. Its role in regulating metabolism remains to be clarified [91]. However, it has been implicated in age-related changes in phospholipids and in reduced energy metabolism in monocytes [92]. Moreover, the phospholipase A2 family is responsible for arachidonic acid liberation from cellular membranes. Subsequent arachidonic acid metabolism leads to the production of prostaglandins and leukotrienes—key mediators of the gut inflammatory response [90]. *PLA2G4B* might be important in improving KR feed efficiency and warrants further study.

### 4.5. Maturation, Development and Growth

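Markers of enteric neurons were higher in the low-FCR jejunum. Of 18 measured, 16 were higher and 2 were lower, with a median log2 FC of 0.86 (camera with a preset correlation, adjusted p = 1.2e-04; adjusted p = 0.545 with an estimated correlation). STMN2, a tubulin-binding protein of neurons, was at 13.0 ± 8.38 CPM (SD, n = 3 birds) in the low-FCR group and 4.90 ± 0.690 (SD, n = 3) in the high-FCR group, a log2 FC of 1.41 (standard error 0.55; 0.89 without L1). TUBB3, a neuronal tubulin, had a log2 FC of 1.45 (standard error 0.73). Markers of smooth muscle were higher in 14 of 15, with a median log2 FC of 0.25. For them camera gave an adjusted p of 0.635 with the preset correlation and 0.866 with an estimated one. Their median was -0.41 without L1 and 0.54 without L2, with adjusted p of 3.3e-04 and 0.0235 at the preset correlation. Of these, MYLK, the myosin light chain kinase, had a log2 FC of 0.65 (standard error 0.60), which became -0.407 without L1 and 1.02 without L2. The mean level of the neuronal markers, on the log2 scale around the mean of the birds, was 0.87 in L1, 0.84 in L3 and -0.73 in L2, and 0.08 in H1, -0.94 in H2 and -0.12 in H3. The smooth muscle markers were highest in L1 at 1.12, with -0.33 in L3 and -0.74 in L2, and 0.46, -0.36 and -0.14 in H1, H2 and H3. None of the markers passed when adjusted over the list alone, and C1QL1 and CDK5R1 of the neuronal list are in Table 3.

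**Figure D3:**
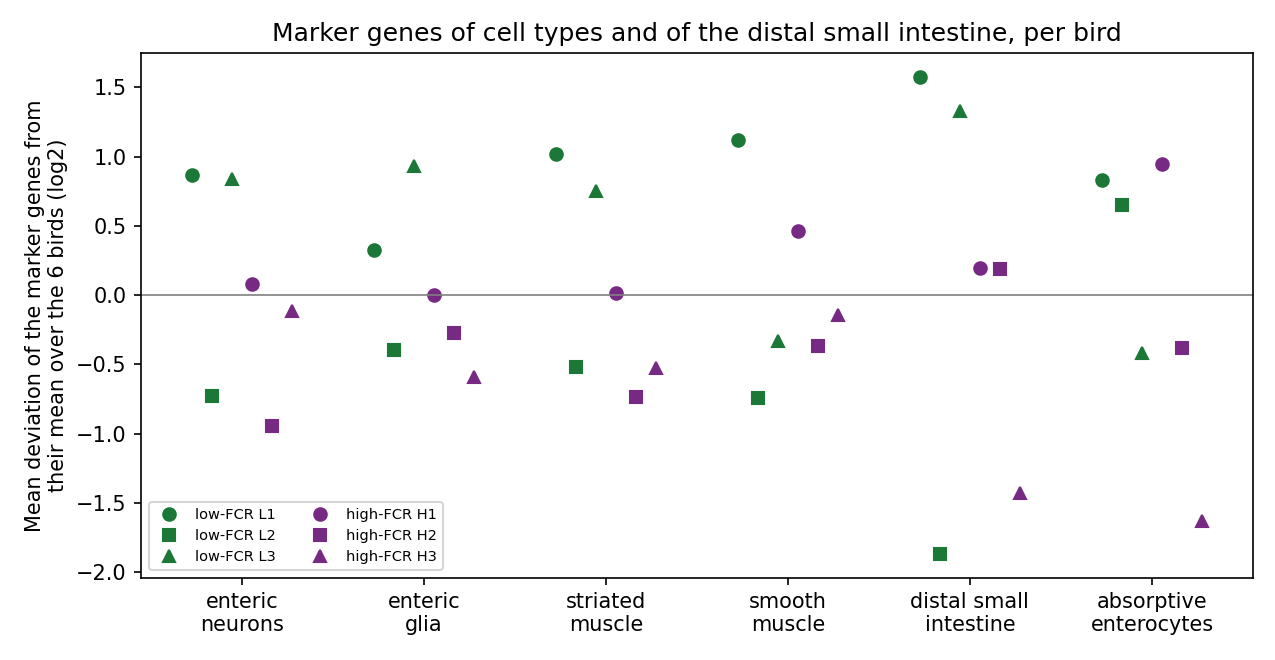
Mean level of the measured markers of each list in each bird, as the log2 difference from the mean of the 6 birds. Points are birds, with low-FCR and high-FCR birds in separate colours. L1 and L3 are high for enteric neurons at 0.87 and 0.84, while L2 at -0.73 lies with the high-FCR birds.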

Several of the identified pathways and biological processes in our study were related to neuronal and cardiac maturation, development and growth. This finding was also reported by Xiao et al. [23] and Zhou et al. [27] in chicken duodenum and muscle, respectively. In particular, *C1QL1*, *CDK5R1*, *MYOC*, and *CHAC1*, associated with neuronal function and development [93,94,95], were more highly expressed in the low-FCR group. 

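C1QL1, a secreted protein of the C1q family, lies on chromosome 27 from 3712055 to 3716130. It was at 4.81 ± 1.23 CPM (SD, n = 3 birds) in the low-FCR jejunum and 1.40 ± 0.654 (SD, n = 3) in the high-FCR jejunum, a log2 FC of 1.77 (standard error 0.54) with no overlap between the groups. CDK5R1, on the same chromosome from 3889864 to 3890766, was at 19.7 ± 10.5 and 6.20 ± 2.63 CPM (SD, n = 3 in each), a log2 FC of 1.67 (standard error 0.54). L2, with 86 counts of CDK5R1, lay below H1 with 103. CDK5 itself had a log2 FC of 0.17 (standard error 0.32), which became -0.162 without L1 and -0.0432 without H2. MYOC, which encodes myocilin, lies on chromosome 8 and had 100 counts in L1, 11 in L2 and 342 in L3, against 34, 25 and 23 in H1, H2 and H3. Its log2 FC was 2.58 (standard error 0.95; 1.23 without L3). MYOC was one of 10 measured markers of enteric glia, of which 9 were higher in the low-FCR group, with a median log2 FC of 0.60 (camera with a preset correlation, adjusted p = 0.0138; adjusted p = 0.545 with an estimated correlation) and 0 passing when adjusted over the list alone. MYOC, chosen by the paper on these libraries, was the 1 gene of the list at an unadjusted p under 0.05. The direction of the glial list is thus not independent evidence. CDH19, a cadherin of glia and Schwann cells, had a log2 FC of 1.05 (standard error 0.68; 0.27 without L3). The glial markers had a mean level of 0.33 in L1, -0.39 in L2 and 0.93 in L3, and 0.00 in H1, -0.28 in H2 and -0.59 in H3, on the log2 scale around the mean of the birds. Their adjusted p with the preset correlation was 0.383 without L3, 0.120 without H3 and 0.411 with H3 grouped as low-FCR.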

The digestive system possesses a local nervous system (the enteric nervous system, ENS) [96,97,98], which regulates major enteric processes such as immune response, nutrient detection, microvascular circulation, intestinal barrier function, and the epithelial secretion of fluids, ions, and bioactive peptides [99]. It is therefore not surprising that jejunal genes involved in neuronal development were differentially expressed in our study in response to differences in FCR. To the best of our knowledge, the role of the ENS in feeding efficiency has not previously been examined.

*C1QL1* encodes a secreted protein proposed to regulate the number of excitatory synapses formed on hippocampal neurons [93]. *CDK5R1* encodes a neuron-specific activator of *CDK5* (cyclin-dependent kinase 5); *CDK5R1*/*CDK5* has been suggested to play a critical role in neurite outgrowth and cortical lamination [94]. *MYOC* encodes a secreted glycoprotein that regulates the activation of various signaling pathways in adjacent cells, thereby controlling numerous processes such as cell adhesion, cell–matrix adhesion, cytoskeleton organization, and cell migration. Among its many roles, *MYOC* mediates myelination in the peripheral nervous system via ERBB2/ERBB3 signaling and participates in neurite outgrowth [95]. Interestingly, recent observations of Xiao et al. [23] suggest that the upregulation of several myosins (e.g., *MYO1D*, *MYO1E*, *MYO1A*) in duodenum from high feed efficiency chickens may be related to intestine digestion and absorption function. Moreover, Zhou et al. [27] reported an upregulation of the growth-related genes myogenin (*MYOG*) and myoferlin (*MYOF*) in high feed efficiency chicken muscle. Higher *C1QL1*, *CK5K5R1*, and *MYOC* expression in the low-FCR jejunum may function in ENS neuronal development, supporting the specific absorptive function of the jejunum and thus improving feed efficiency.

*CHAC1* is responsible for the cleavage of glutathione into 5-oxo-l-proline, also called l-pyroglutamic acid (PGA), an endogenous molecule formed by glutamate cyclization [72]. PGA has been studied in metabolic disease with glutathione synthetase deficiency [100] and in neurodegenerative disease [101]. Various neurotoxic actions have been attributed to PGA [100,101,102,103]. PGA binds to glutamate receptors [104] and inhibits glutamate uptake by synaptosomes [105]. Chronic glutamate-uptake inhibition can lead to slow neurotoxicity [106]. Considering these reported negative effects, we are concerned about the endogenous use of PGA by 5-oxoprolinase. This enzyme, which catalyzes the conversion of PGA into l-glutamate, has not yet been referenced in GRCg6a (GenBank: GCA_000002315.5); we were therefore unable to identify it in the KR jejunum. However, given that it has been detected in the digestive tract of other species including humans [107], we hypothesize that it occurs in the KR jejunum, and may participate in transforming the abundant PGA in glutamate. 

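The deposited annotation lists no gene under OPLAH, the symbol of 5-oxoprolinase. It gives no symbol to 10487 of its genes, and whether one of these encodes the enzyme was not tested.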

In pigs, glutamate is central in supporting maximum growth, development, and production performance [108]. Differences in *CHAC1* expression in KR chickens might therefore affect ENS functions via the glutamate pathway, thereby crucially affecting feed efficiency.

*CHAC1* negatively regulates the *Notch* signaling pathway in embryonic neurogenesis [109]. 

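MESP1, a basic helix-loop-helix transcription factor of early mesoderm, lies on chromosome 10 from 20429099 to 20430583. It had 19 counts in L1, 2 in L2 and 66 in L3, against 1, 1 and 2 in H1, H2 and H3. Over the pooled counts, 87 in the low-FCR group and 4 in the high-FCR group, the level in the low-FCR jejunum was 23.7 times that in the high-FCR jejunum, with a 95% counting interval of 8.93 to 88.9 (Clopper-Pearson). Between birds the log2 FC was 4.43 (standard error 1.26). At 2.71 ± 3.00 CPM (SD, n = 3 birds) in the low-FCR group, the spread between birds was as large as the mean, and the level in the high-FCR group was 0.115 ± 0.0526 (SD, n = 3).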

We found that *MESP1*, which was more highly expressed in the low-FCR jejunum, was related to aspects of embryonic development such as cardiac conduction system development. *MESP1* participates in the embryonic development of the murine heart, somites, and gut [110]. In muscle from pigs with differences in residual feed intake, functional analysis of DEGs comparing high and low feed efficiency groups revealed the enrichment of various biological processes related to growth, including cardiovascular system development and function [1]. In summary, this highlights the importance of genes related to embryonic development, such as *MESP1* or *CHAC1*, in improving feed efficiency. In low-FCR KR chickens, high *MESP1* and *CHAC1* expression might be critical in establishing jejunum structure and function, both during and after embryonic development. The precise roles of *MESP1* and *CHAC1* in KR jejunum function and development remain to be elucidated.

Several limitations of this study need to be acknowledged. Despite no evidence of area-specific gene expression in the jejunum, RNA has been isolated from the entire section of the jejunum. Therefore, it is not possible to determine which area of the jejunum is associated with significant gene expression variation. The major limitation of this study is its small sample size, which made it unsuitable for statistically powerful analysis. Moreover, our study reveals biological variation in one experimental group that can also correspond to a possible batch effect, although samples have been analyzed in the same conditions with quality control steps. A surrogate variable analysis may be a useful method to remove hidden variations should any exist. Thus, these aspects limit the power of the experiment to detect DEGs. Moreover, searching for differences in DEGs between animals that share the same genetic background can represent a limitation. 

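At an unadjusted p under 0.01, an absolute log2 FC over 1 and an adjusted p under 0.27, edgeR gave 0 genes. At an unadjusted p under 0.05 alone it had 463 genes (3.24% of those tested), fewer than chance gives. At the thresholds above, limma on log2(FPKM + 0.5) and limma-voom also gave 0. With the replicate number as a block edgeR gave 7 genes, 0 of them in Table 3, of which 6 were W-linked and 1 was Z-linked, with 965 to 5971 counts in L1 and 0 to 5 in each other bird. DESeq2, the paper's tool, was run as an alternative after the data had been seen and gave 48 genes, 37 of them in Table 3. DESeq2 with a prior on the fold change gave 36, of which 30 are in Table 3. At an adjusted p under 0.05, the genes with symbols called by DESeq2 and lower in the low-FCR group were LYGL (adjusted p = 8.2e-05), LY6E (adjusted p = 0.00255), USP41 (adjusted p = 0.0100), LOC771880, SLBP (adjusted p = 0.0271), PLAC8 (adjusted p = 0.0423) and LOC107049158 (adjusted p = 0.0496). Those that were higher were SLC6A7 (adjusted p = 0.0116) and MLKL (adjusted p = 0.0219). LOC107049158 was not called with the prior. On simulated counts of the same depth, 50 genes were changed at each of 4 fold changes. At an adjusted p under 0.05 edgeR found 3, 40, 50 and 49 of 50 at a log2 FC of 1, 2, 3 and 4. DESeq2 found 9, 46, 50 and 49 of 50. Over all 4 fold changes together, edgeR called 13 unchanged genes and DESeq2 40. The simulated genes varied independently of each other. By edgeR 98 unchanged ones passed the unadjusted p and fold change thresholds, against 58 genes in the data. The simulation is thus unlike the data, and its shares found do not carry over to them.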

Our list of DEGs was obtained considering a *p*-value < 0.01 and a *q*-value < 0.27, which represent a risk (27%) of a false positive. It has been previously accepted that *q*-value can be higher than 0.05; recent studies using RNA-seq have fixed the *p-*value at <0.05 or <0.01, while *q*-value was cut off at 0.1 [111] or higher than 0.1 [1,22,112,113] to increase DEG detection. One reason why we might optimize DEG detection is that a shortlist of DEGs reduces the significance of the enrichment analysis, limiting the conclusions that can be drawn from the results.

Although the findings should be interpreted with caution, this study has several strengths. It is the first in-depth analysis of jejunal gene expression associated with feed efficiency in slow-growing chicken. Our RT-qPCR results confirmed the differential expression—as shown by RNA-seq—of several of the DEGs examined. Among the genes confirmed, several had a *q*-value between 0.05 and 0.26. Our list of enriched GO-terms and pathways were consistent with previous literature in poultry. Our study represents the first molecular portrait of the jejunal genes influencing feed efficiency in slow-growing chicken.

It will be helpful for optimizing the method of detection of genes associated with feed efficiency. Future studies should perform the experiments described here with an increased sample size and should integrate different critical parameters (gene-specific mean counts and dispersion) revealed by the present study. Another possible area of future research would be to investigate and confirm the candidate genes highlighted in our study. This study opens up prospects for more in-depth investigations.

## 5. Conclusions

This is the first RNA-seq analysis of differential gene expression in the jejunal tissues of high- and low-FCR slow-growing chickens. The DEGs expressed more highly in the low-FCR group are associated mainly with the regulation of immune response activation, and specifically, of macrophages, T-cell, apoptosis, and necroptosis pathways; some are associated with the regulation of glutathione metabolism, the transport and processing of vitamins A, B8, and B12, and the metabolism of lipids, including the beta-oxidation of fatty acids. Others are associated with neuronal development and maturation. However, genes that promote FCR in KR chickens may negatively affect body weight control and thermoregulation, reducing their potential to adapt to changes in feed intake or environmental temperature. It would be interesting to assess the effects of FCR selection on body weight control and thermoregulation. Notwithstanding the relatively limited sample size, these findings provide an important molecular basis for future breeding strategies to improve slow-growing chicken feed efficiency.

## Figures and Tables

**Figure 1:**
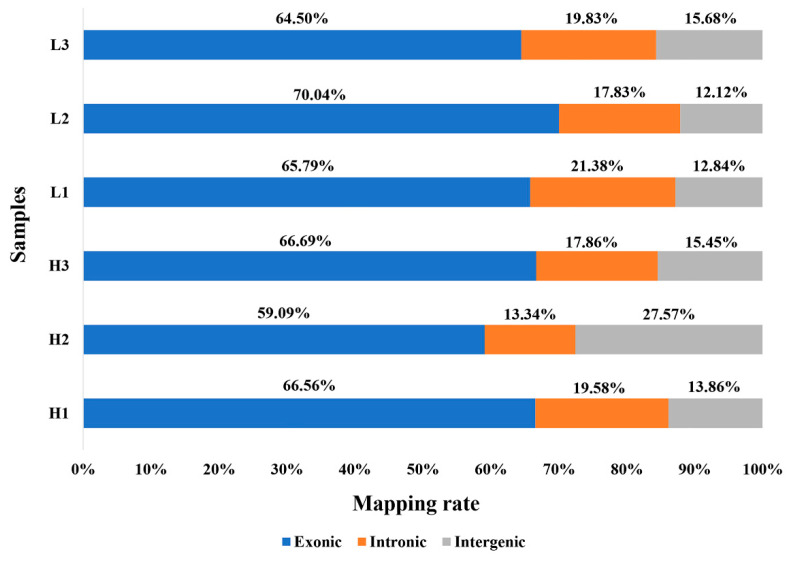
Percentage of reads mapped to exonic, intronic and intergenic regions of the referenced genome.

**Figure 2:**
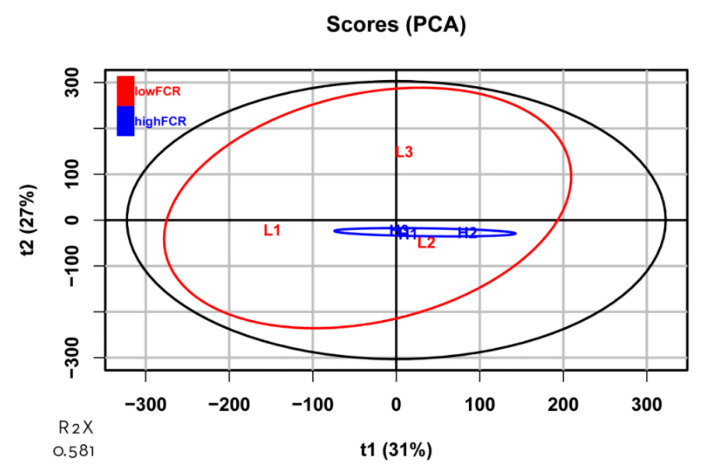
Principal component analysis (PCA) plot of the transcripts identified in high- and low-FCR samples. The ellipses represent 95% confidence intervals for each group. No outliers were observed. The abscissa and ordinate each represent a principal component, and the percentage represents the amount of variation between samples. R2X represents the accumulated variance contribution rate.

**Figure 3:**
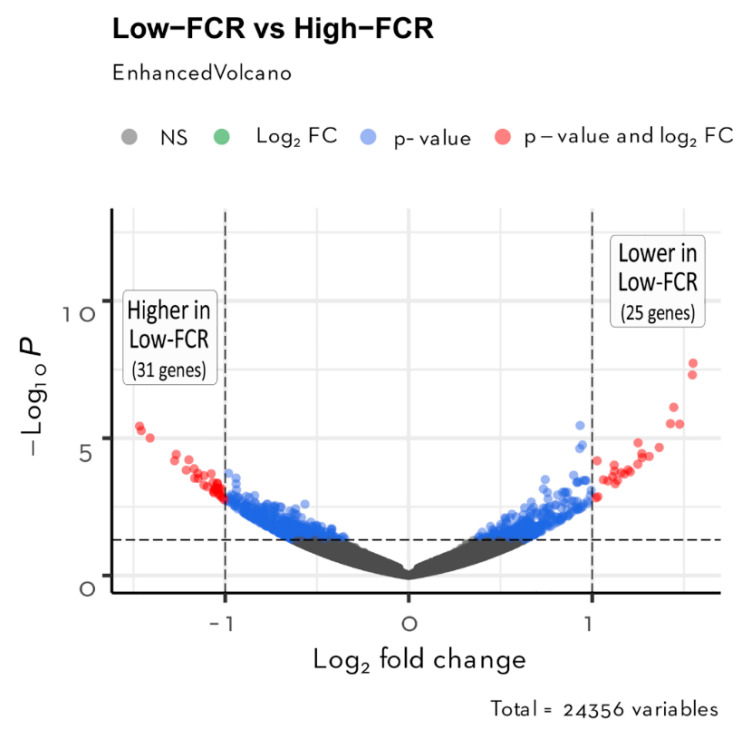
Volcano plot of the 24,356 transcripts quantified in the jejunum from KR chickens with differences in FCR. The horizontal lines indicate the significant thresholds of DEGs at *p*-value < 0.01. The vertical line corresponds to the threshold of |log_2_ FC| > 1. Red dots represent the significant DEGs at *p*-value < 0.01 and |log_2_ FC| > 1**.**

**Figure 4:**
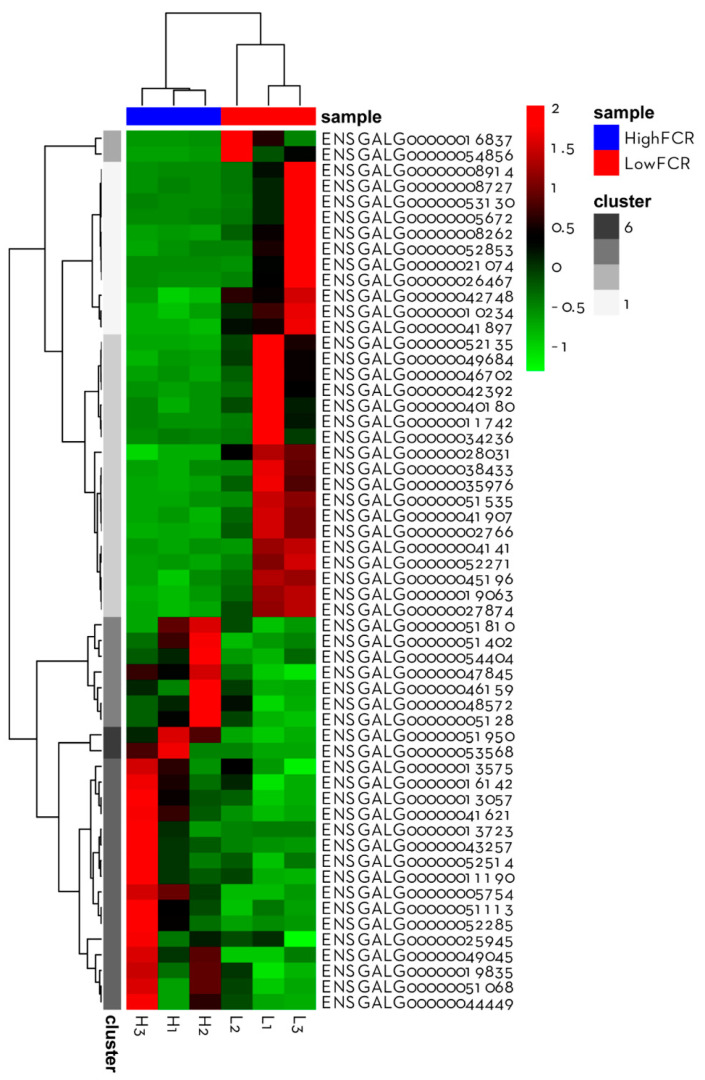
Heatmap featuring the gene expression profile of all genes associated with FCR. Each column represents an individual KR chicken, sorted by group (high- and low-FCR). Each row corresponds to a differentially expressed gene, and red and green colors indicate respectively higher and lower expression relative to average expression across all samples.

**Figure 5:**
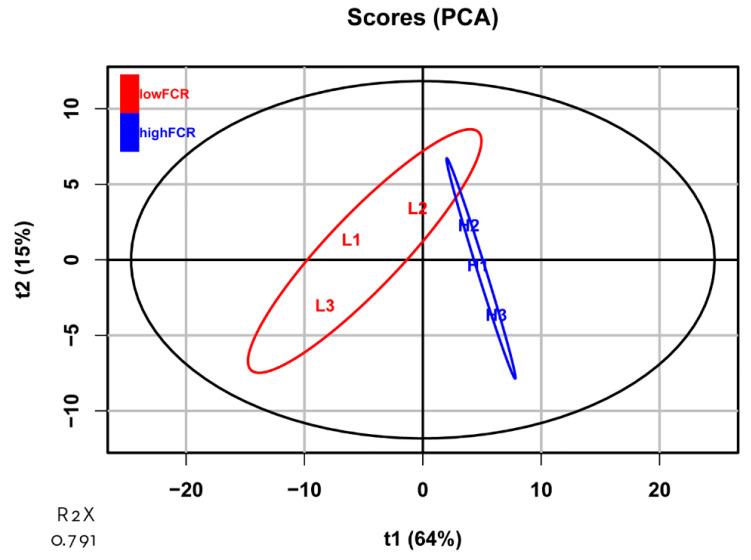
Principal component analysis (PCA) plot of all genes associated with FCR. The ellipses represent 95% confidence intervals for each group (high-FCR, blue; low-FCR, red). The abscissa and ordinate each represent a principal component, and the percentage represents the amount of variation between samples. R2X represents the accumulated variance contribution rate.

**Figure 6:**
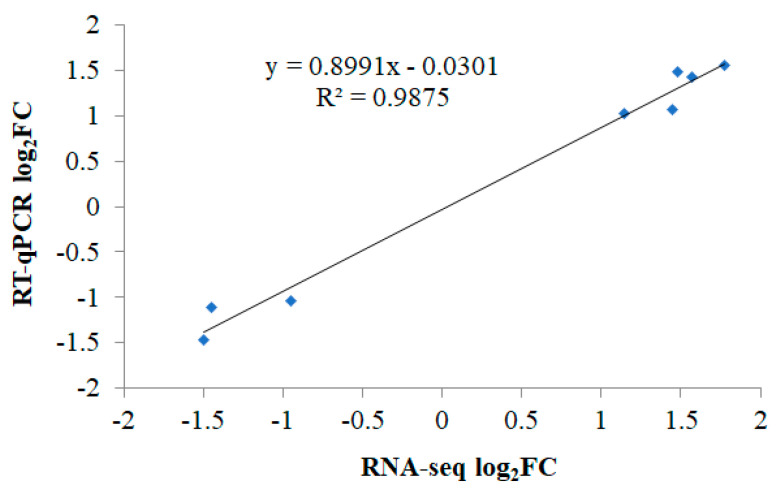
Regression analysis illustrating the correlations between the RNA-seq and RT-qPCR log_2_ FC scores for selected DEGs.

**Figure 7:**
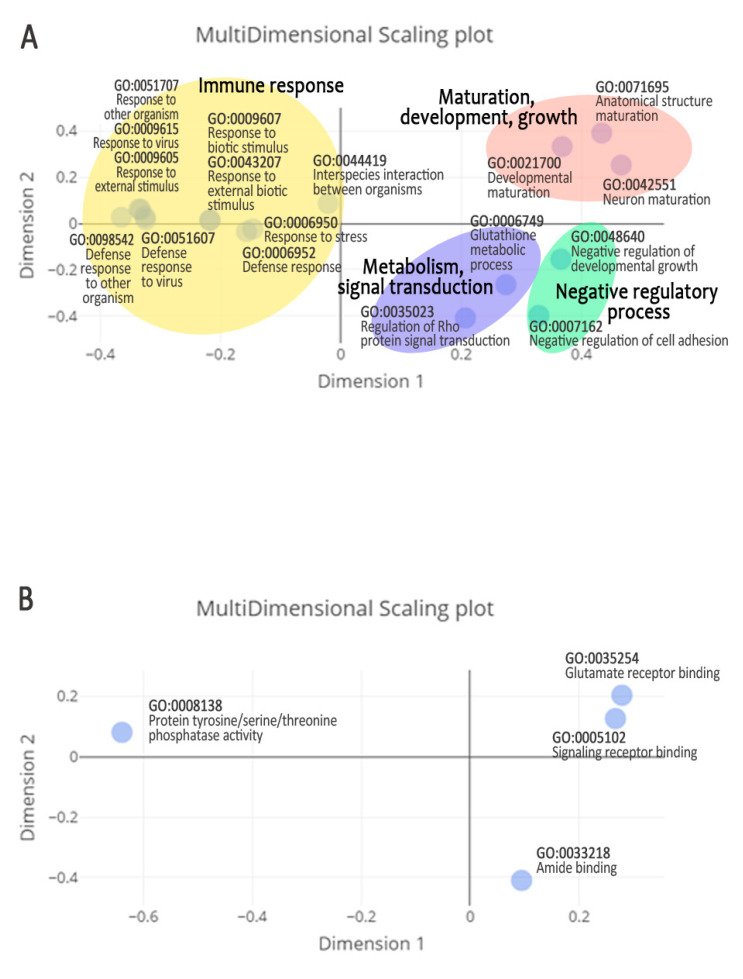
Multi-dimensional scaling (MDS) plots of Ensembl-derived GO terms associated with differences in FCR. Two data features are considered: biological process (**A**) and molecular function (**B**). The MDS plots provide a two-dimensional distance map of the Ensembl-derived GO terms associated with difference in FCR. The units of dimension 1 and dimension 2 are arbitrary. Each point represents a GO term ID with an associated name. Points that cluster nearer to one another in an MDS plot are more similar to one another. Colored areas are drawn to highlight the clusters, and thus the main biological processes associated with difference in FCR.

**Figure 8:**
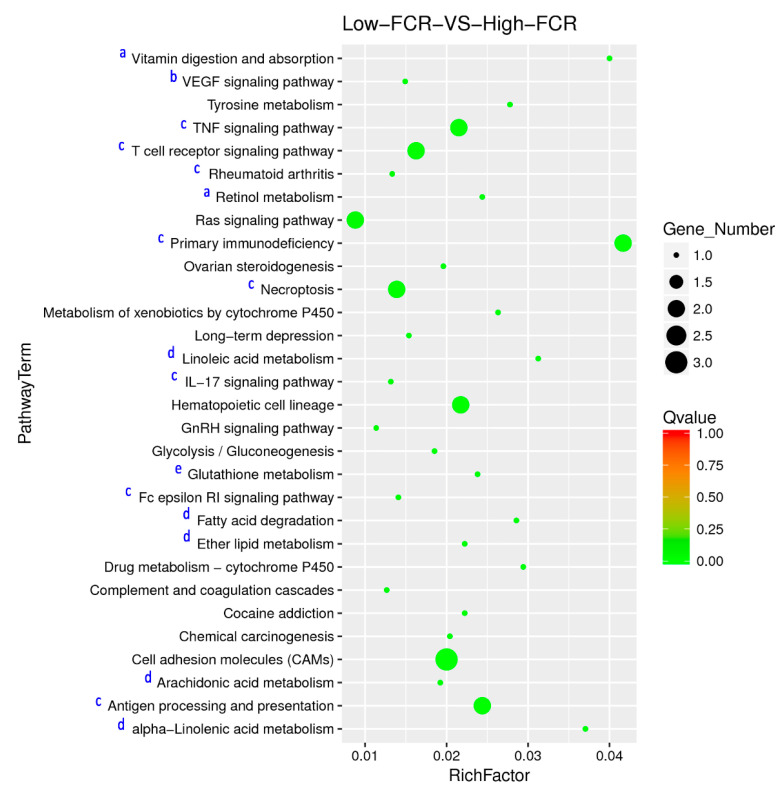
Scatter plot showing the top 30 of enriched KEGG pathways associated with difference in FCR. The size of the dots is positively correlated to the number of DEGs that belong to the pathway. The main pathways including vitamin metabolism (a), neuronal and cardiac maturation, development and growth (b), immune response (c), lipid metabolism (d) and glutathione metabolism (e) are indicated in the Y axis.

**Table 1:** Growth performances of KR chickens with low- and high-FCR from 1 to 10 weeks of age.

Trait	Low-FCR (*n* = 3)	High-FCR (*n* = 3)	*p*-Value
FI (g)	3057.72 ± 209.45	3958.28 ± 217.62	0.04
BWG (g)	1580.00 ± 84.61	1204.67 ± 86.15	0.03
FCR	1.93 ± 0.05	3.29 ± 0.06	<0.01

Abbreviations: FI, feed intake; BWG, body weight gain; FCR, feed conversion ratio values represent the means ± SEM.

**Table 2:** Summary of data filtration, sequence quality and alignment for jejunal transcriptome of KR chickens with differences in feed conversion ratio.

Group	Low-FCR			High-FCR		
**Sample Name**	**L1**	**L2**	**L3**	**H1**	**H2**	**H3**
Raw reads	46,556,586	42,441,550	41,862,714	43,219,544	45,950,336	44,850,740
Clean data (filtered)	45,538,686	41,586,560	41,004,692	42,344,828	45,144,392	43,888,094
Clean bases	6,713,094,704	6,135,524,782	6,043,751,646	6,241,855,177	6,662,269,608	6,469,832,206
Q20 (%)	96.47	96.79	96.80	96.84	96.94	96.67
Q30 (%)	91.70	92.18	92.25	92.32	92.41	91.98
GC content (%)	48.25	48.95	48.77	48.56	50.10	49.08
Total mapped reads	37,896,269	35,507,285	34,761,891	35,814,976	39,049,374	36,926,584
Multiple mapped reads	2,307,429 (5.06%)	2,033,958 (4.89%)	2,016,644 (4.91%)	2,016,811 (4.76%)	3,541,824 (7.84%)	2,263,424 (5.15%)
Unique mapped reads	35,588,840 (78.15%)	33,473,327 (80.49%)	32,745,247 (79.85%)	33,798,165 (79.81%)	35,507,550 (78.65%)	34,663,160 (78.98%)
Spliced mapped reads	9,275,035	10,151,196	9,217,131	9,763,110	10,550,050	9,865,230
Mapping rate (%)	83.21	85.38	84.77	84.57	86.49	84.13

Abbreviations: FCR, feed conversion ratio. Q20 and Q30 represent the proportion of bases with a Phred quality score greater than 20 and 30, respectively. GC represents the GC content of the clean data.

**Table 3:** Genes differentially expressed (*p* < 0.01; |log_2_ FC| > 1) in the jejunum of KR chickens with differences in feed conversion ratio.

**Gene ID ^a^**	**Gene Symbol**	**Chr**	**log_2_ FC (High/Low)**	***p*-Value**	***q-*Value**
***Genes upregulated in Low-FCR (31 genes)***					
ENSGALG00000008262	*RASGRF1*	10	−1.01	1.75 × 10^−3^	0.263
ENSGALG00000021074	*MYOC*	8	−1.01	1.42 × 10^−3^	0.236
ENSGALG00000019063	*MMP10*	1	−1.02	6.95 × 10^−4^	0.170
ENSGALG00000046702	*-*	1	−1.02	1.40 × 10^−3^	0.236
ENSGALG00000004141	*LBFABP*	23	−1.03	1.08 × 10^−3^	0.211
ENSGALG00000011742	*ART4*	1	−1.03	7.36 × 10^−4^	0.171
ENSGALG00000042748	*-*	22	−1.03	1.16 × 10^−3^	0.220
ENSGALG00000045196	*LAPTM4B*	2	−1.04	6.45 × 10^−4^	0.161
ENSGALG00000051535	*-*	13	−1.04	4.34 × 10^−4^	0.123
ENSGALG00000026467	*MESP1*	10	−1.04	4.49 × 10^−4^	0.123
ENSGALG00000038433	*SPON2*	4	−1.05	7.21 × 10^−4^	0.170
ENSGALG00000041907	*CDK5R1*	27	−1.06	6.34 × 10^−4^	0.161
ENSGALG00000028031	*C1QL1*	27	−1.06	7.63 × 10^−4^	0.172
ENSGALG00000052853	*-*	KZ626838.1	−1.06	9.61 × 10^−4^	0.191
ENSGALG00000016837	*MYO16*	1	−1.06	8.80 × 10^−4^	0.191
ENSGALG00000052135	*-*	6	−1.07	4.11 × 10^−4^	-
ENSGALG00000049684	*SPAG1*	2	−1.08	1.97 × 10^−4^	0.087
ENSGALG00000053130	*MYOZ3*	13	−1.10	5.83 × 10^−4^	0.151
ENSGALG00000027874	*CHAC1*	5	−1.12	2.32 × 10^−4^	0.094
ENSGALG00000008727	*PLA2G4B*	5	−1.12	5.10 × 10^−4^	0.135
ENSGALG00000034236	*-*	33	−1.15	2.92 × 10^−4^	0.105
ENSGALG00000054856	*LOC100857280*	4	−1.15	1.90 × 10^−4^	0.087
ENSGALG00000052271	*SLC23A3*	7	−1.17	2.85 × 10^−4^	0.105
ENSGALG00000010234	*MMACHC*	8	−1.17	1.30 × 10^−4^	0.077
ENSGALG00000040180	*CEBPD*	2	−1.20	6.13 × 10^−5^	0.046
ENSGALG00000008914	*NRAP*	6	−1.21	1.46 × 10^−4^	0.080
ENSGALG00000035976	*-*	22	−1.27	3.89 × 10^−5^	0.036
ENSGALG00000042392	*-*	13	−1.28	6.62 × 10^−5^	0.046
ENSGALG00000041897	*YJEFN3*	28	−1.41	9.85 × 10^−6^	0.015
ENSGALG00000005672	*SLC6A7*	13	−1.46	5.32 × 10^−6^	0.009
ENSGALG00000002766	*MLKL*	11	−1.47	3.65 × 10^−6^	0.007
***Genes downregulated in Low-FCR (25 genes)***					
ENSGALG00000048572	*LOC771880*	4	1.02	1.49 × 10^−3^	0.240
ENSGALG00000025945	*AVD*	Z	1.03	6.67 × 10^−5^	0.046
ENSGALG00000046159	*KNG1*	9	1.03	1.35 × 10^−3^	0.235
ENSGALG00000013575	*IFI6*	2	1.06	3.27 × 10^−4^	0.109
ENSGALG00000051950	*-*	KZ626836.1	1.09	3.59 × 10^−4^	-
ENSGALG00000019835	*TRIM27.2*	16	1.11	2.52 × 10^−4^	0.099
ENSGALG00000052514	*LOC107055361*	28	1.12	9.53 × 10^−5^	0.059
ENSGALG00000013723	*OASL*	12	1.12	1.59 × 10^−4^	0.084
ENSGALG00000051810	*-*	20	1.13	4.57 × 10^−4^	0.123
ENSGALG00000051402	*-*	Z	1.14	3.43 × 10^−4^	0.109
ENSGALG00000005128	*PTPDC1*	12	1.16	1.79 × 10^−4^	0.087
ENSGALG00000005754	*-*	11	1.18	2.03 × 10^−4^	0.087
ENSGALG00000051113	*LOC107053928*	8	1.20	1.42 × 10^−4^	0.080
ENSGALG00000051068	*-*	4	1.21	1.67 × 10^−4^	0.085
ENSGALG00000043257	*LYGL*	1	1.25	8.90 × 10^−5^	0.058
ENSGALG00000044449	*LAG3*	1	1.25	1.47 × 10^−5^	0.020
ENSGALG00000016142	*MX1*	1	1.27	3.62 × 10^−5^	0.035
ENSGALG00000049045	*-*	Z	1.27	5.08 × 10^−5^	0.041
ENSGALG00000054404	*-*	24	1.31	4.61 × 10^−5^	0.039
ENSGALG00000053568	*LOC107049158*	4	1.37	2.17 × 10^−5^	0.025
ENSGALG00000011190	*PLAC8*	4	1.43	2.96 × 10^−6^	0.007
ENSGALG00000047845	*-*	1	1.44	7.49 × 10^−7^	0.003
ENSGALG00000052285	*LOC771880*	4	1.48	3.08 × 10^−6^	0.007
ENSGALG00000013057	*USP41*	1	1.55	4.96 × 10^−8^	3.40 × 10^−4^
ENSGALG00000041621	*LY6E*	2	1.55	1.86 × 10^−8^	2.55 × 10^−4^

Abbreviations: Chr, chromosome; FC, fold change; FCR, feed conversion ratio. ^a^ Identification of genes according to Ensembl database.

**Table 4:** Entrez Gene-derived GO terms associated with differences in FCR.

GO ID	Term	Gene Frequency	*p*-Value	Gene Symbol	Category
GO:0003161	Cardiac conduction system development	20% (1/5)	0.008	*MESP1*	BP
GO:0009235	Cobalamin metabolic process	20% (1/5)	0.008	*MMACHC*	BP
GO:0032911	Negative regulation of transforming growth factor beta1 production	20% (1/5)	0.008	*LAPTM4B*	BP
GO:0051901	Positive regulation of mitochondrial depolarization	20% (1/5)	0.008	*MYOC*	BP
GO:1904181	Positive regulation of membrane depolarization	20% (1/5)	0.008	*MYOC*	BP
GO:0019842	Vitamin binding	4% (2/50)	0.006	*AVD*, *MMACHC*	MF
GO:0033218	Amide binding	2.239% (3/134)	0.003	*AVD*, *MMACHC*, *LAPTM4B*	MF

Abbreviations: BP, biological process; MF, molecular function.

## Data Availability

Illumina sequencing raw reads data and processed data have been uploaded to NCBI Gene Expression Omnibus (GEO) database, accession number: GSE178916.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ani11092606/s1: Table S1: Primers for RNA-seq validation through RT-qPCR, Table S2: Ensembl-derived GO terms associated with difference in FCR, and Table S3: KEGG pathways associated with difference in FCR.

How the deposited data were processed for this re-analysis (not part of the article)

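RNA-seq libraries from the jejunum of 3 low-FCR and 3 high-FCR birds were analysed, with 1 library per bird. According to the paper's methods, the authors trimmed the reads with Cutadapt 1.9.1, mapped them to GRCg6a with HISAT2 2.0.1 and made the counts per Ensembl gene with HTSeq 0.6.1. The paper's text does not name the strand or overlap settings or the annotation release. As deposited, the FPKM were computed by the authors from these counts, the exonic size of each gene and the total count of each library, which was checked on the values. The paper names Cufflinks 2.2.1 for assembly, and this step was not used here. The RT-qPCR and growth measurements were not analysed here.

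The whole-number counts were analysed with R 4.3.3. The comparison of low-FCR with high-FCR birds used edgeR 4.0.16 with TMM normalization, a quasi-likelihood test per gene and a Benjamini-Hochberg adjustment over the genes with a mean FPKM of at least 0.5. A test with limma on log2(FPKM + 0.5) had been set before the data were examined for the case that only FPKM were held, and is given as an alternative. The standard error of a log2 FC was taken as its size, from the fit without a prior count, divided by the square root of the quasi-likelihood F. Levels are CPM from the TMM-normalized counts. Genes of Table 3 under the filter were tested in a fit that kept them. Where a group had few counts, the ratio of pooled counts is given with its 95% Clopper-Pearson interval. The 28 gene lists were fixed at the same time and tested with camera of limma 3.58.1, with a preset inter-gene correlation of 0.01, with an estimated correlation, and with fry. Where no correlation is named for camera, and in the alternatives with birds left out or regrouped, it is the preset one.

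PCA and distances used log2(FPKM + 0.5), with each gene scaled to an SD of 1, and the spread within the groups was compared by an exact permutation test. Genes were named by a rule: those of Table 3 and others that the paper names for these birds, whose values in the paper had been seen, in each direction 10 genes with no overlap of the groups, taken by the size of the log2 FC among genes past adjustment and, as none was, filled up by the smallest p, and the 4 genes of each list with the smallest p. Of genes without a symbol, at most 2 in each direction were named. NIPBLL, COX1, FABP6 and the HOX genes given by symbol were named after their values were seen. One more gene that the rule named is not reported here, is not counted among the named genes and was not replaced. Total counts ranged from 10436038 to 11370043 and a count of 3 from 0.249 to 0.304 CPM. Alternatives covered the pseudocount, the filter, the scaling between libraries, the variance model, the replicate number as a block, each library left out, H3 grouped as low-FCR and a term for the series of bird numbers. DESeq2 1.42.0 with and without a prior on the fold change, limma-voom, edgeR with other size factors, edgeR without chromosomes W and Z and edgeR without L1 and H3 were added after the data had been seen. The tests were tested on simulated data with known changes.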

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

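The 3 tests on chromosomes W and Z in L1 and the 3 tests of the genes of Table 3 within the groups were chosen only after the result was seen. The total of 16140 counts of W-linked genes in the library of L1 is a signal in genes that the paper does not discuss, far above the other birds. Reads shared with Z-linked copies are argued against, because the other libraries, which hold such copies, reached at most 0.496% of that total. A minor share of female RNA in a male library is argued against too, though less firmly. The lower Z-linked expression needs at least 53.1% of the RNA from cells with 1 copy (bootstrap 95% lower bound). This bound takes the level of Z-linked genes to be proportional to their number of copies, which was not tested. The bootstrap resampled genes and not birds, so this bound leaves out the spread between birds. Z-linked medians of the other birds ran from 0.05 to 0.16, so a share near the bound stays open. The median log2 difference of Z-linked genes of -0.508 is consistent with a library from a female bird, as a hypothesis, and whether the bird or the sample was exchanged was not tested. Sex is not part of the design, so no biological explanation was tested.

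FABP6 was at 4580 CPM in the library of L1, far above the other birds, in a gene that the paper does not discuss.

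Interferon-stimulated genes were lower in the low-FCR group, with a median log2 FC of -0.78. This median was -0.571 without L1 and -0.558 without H3, between the bounds set for a pattern that rests on either bird alone, so whether each alone gives it cannot be told apart from a difference of the groups. For the camera p of the list, 10 splits of the birds are too few for a share under 0.05. Counted with the real one, 2 splits gave a p as small, with a -log10 p of 19.4 for the real split and 21.3 for the highest of the others. These are with the preset correlation, and with an estimated one of 0.576 the adjusted p of the list was 0.545. The mean level of the list, on the log2 scale around the mean of the birds, was -0.94, -0.05 and -0.40 in L1, L2 and L3 and 0.55, -0.14 and 0.98 in H1, H2 and H3. Markers of T cells were at -0.77, 0.09 and -0.51 and at 0.22, 0.11 and 0.86 in the same birds, so a difference in the share of T cells stays open too. A difference between the FCR groups remains open, as does an infection or other exposure of single birds, which was not tested.

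The genes of Table 3 with higher levels in the low-FCR group also differed between birds of the same group. Their mean correlation within the groups was 0.562 with markers of the distal small intestine, 0.451 with markers of smooth muscle and 0.655 with markers of enteric neurons (exact p = 0.139, 0.194 and 0.0556, one-sided, over 36 orders of the birds, which allow no p below 0.0278). The position of the sample, the share of the muscle layer and the share of neurons may each contribute, and they cannot be told apart at this number of birds. In each case another order of the birds gave a value at least as high, since each p lies above 0.0278. A difference between the FCR groups stays open and was not tested apart from them.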

How the results depend on the processing

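The alternatives with DESeq2, limma-voom, other size factors in edgeR, no chromosomes W and Z, and neither L1 nor H3 were chosen after the data had been seen. Over 27 alternatives, 3859 of 3903 log2 FCs of the 148 named genes kept their direction, and 20 passed an adjusted p under 0.05. By edgeR 0 genes passed in the 6 fits without 1 library, where 463 (3.24%, under chance) had an unadjusted p under 0.05 with all libraries. The replicate block gave 2, of which 1 was W-linked and 1 Z-linked with counts almost only in L1, DESeq2 10 and DESeq2 with the prior 9. Whether the numbers of the birds pair them cannot be told from so few birds. Same-number correlations were 0.164, 0.155 and 0.0136, and the others ran from -0.229 to 0.0878. The highest of the others was that of L3 with H2.

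At an unadjusted p under 0.01 and an absolute log2 FC over 1, the higher genes numbered 8 to 202 and the lower genes 20 to 126 with each library left out, against 20 and 38. With no filter they numbered 89 and 61, of which 19 were W-linked, and with a mean FPKM of at least 5, which tests fewer genes, 5 and 17. The replicate block gave 63 higher genes, with 20 W-linked genes among its 103, H3 grouped as low-FCR 18 lower genes, the term for the series of bird numbers 6 and 24, DESeq2 122 and 76, limma-voom 13 higher genes, and edgeR without L1 and H3 11 higher genes. The higher genes outnumbered the lower ones without L2, without L3, without H1, with no filter, with the replicate block and with DESeq2. The genes of Table 3 in the paper's direction were 56 with each library left out, 54 with H3 grouped as low-FCR and 20 of those left with a mean FPKM of at least 5. The number of genes of Table 3 at these thresholds, 37 with all libraries, was 15 to 45 with each library left out and 56 with no filter. It was 11 with a mean FPKM of at least 5, 23 with limma, 24 with a pseudocount of 0.1, 22 with a pseudocount of 1, 24 with TPM, 20 with the median shift, 24 with robust empirical Bayes and 16 with array weights. It was 2 with H3 grouped as low-FCR, 7 with the series term, 56 with DESeq2, 23 with limma-voom and 11 without L1 and H3. The number of the 28 lists that passed, 16 with all libraries, was 9 to 16 with each library left out, 5 with H3 grouped as low-FCR, 10 with the series term, 7 without L1 and H3, 0 with an estimated correlation and 0 with fry. The spread ratio ranged from 1.26 to 1.38, and the gap on component 1 from 0.225 to 0.408. L2 was nearer to the high-FCR mean in 10 genes with a mean FPKM of at least 5, where fewer genes were left. Apart from the settings with fewer genes, the cause was not tested.

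The direction turned in 44 values of 22 genes. With a pseudocount of 0.1 and with TPM, PAX5 was at -0.0444 and -0.0233, and after quantile normalization MYL9 was at -0.0963. With array weights CDK5 was at -0.0740, MYLK at -0.193, SYNM at -0.265, ACTA2 at -0.0268, MYL9 at -0.317 and TF at 0.105. With H3 grouped as low-FCR OASL was at 0.0662, LYGL at 0.167, CD8A at 0.129 and SLBP at 0.135. With the series term CDK5 was at -0.0550, IRF4 at 0.139, MCM4 at 0.0107, SYNM at -0.190, MYL9 at -0.108 and TF at 0.956. By limma-voom SLC10A2 was at -0.426. Without L1 and H3 CD8A was at 0.120, CDK5 at -0.0354, SLC51A at -0.0722, MYLK at -0.463, SYNM at -0.506, ACTA2 at -0.188, MYL9 at -0.627 and LUM at -0.276. With each library left out the log2 FC ran for CDK5 from -0.16 to 0.31, MYLK from -0.41 to 1.02, SYNM from -0.34 to 0.82, ACTA2 from -0.19 to 0.44, MYL9 from -0.62 to 0.71, LUM from -0.045 to 1.01, GYPC from -1.14 to 0.11, DECR1 from -0.20 to 0.76, PAX5 from -0.72 to 1.27, CD79B from -0.0489 to 0.87, GFAP from -0.0106 to 1.07, CELA1 from -0.67 to 2.29, CPA5 from -0.69 to 0.43 and TF from -0.60 to 0.31. The cause was not tested.

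The lists were not tested with camera under robust empirical Bayes, DESeq2 or limma-voom, the log2 FCs of the named W-linked genes were not used in fits without L1, and genes under a stricter filter gave none. At these depths a count of 3 is 0.249 to 0.304 CPM, which limits MESP1, LOC771880 and other genes near 0 in a group.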

Differences from the paper's values

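The paper's test was DESeq2, while the main test here was edgeR, so the counts below come from different tests. DESeq2 with and without the prior was run here only as an alternative, chosen after seeing the values. The paper's count of genes higher in the low-FCR group is 31, and 20 were found here. Its count of lower genes is 25, and 38 were found here. A count is taken to differ where one is more than 1.5 times the other. The paper also required a q under 0.27, while the counts here are at p and fold change alone. At all its thresholds edgeR, limma and limma-voom gave 0 genes, DESeq2 48 and DESeq2 with the prior 36. With the replicate block edgeR gave 7 there, of which 0 are in Table 3. Of these 7, 6 are W-linked and 1 Z-linked, with counts almost only in L1. At an unadjusted p under 0.05 alone, edgeR had 463 genes (3.24%), fewer than chance gives. Of the alternatives set before the data were examined, quantile normalization (25), the median shift (21), without L3 (30) and without H1 (40) did not differ from the paper's count of the higher genes, and the others did. For the lower genes a mean FPKM of at least 1 (31) or 5 (17), the median shift (30), without L1 (22), L3 (20), H1 (30) or H3 (28), H3 grouped as low-FCR (18) and the series term (24) did not differ, and the others did. With no filter, set beforehand, all 56 genes of Table 3 were called at p and fold change, within 89 higher and 61 lower genes, 19 of them W-linked. DESeq2, chosen after seeing the values, called all 56 and drops 0 of them. DESeq2 with the prior, chosen after seeing the values, gave 24 higher and 30 lower genes and drops 9 of the paper's 56.

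The paper's total mapped reads and the total gene counts here are different measures. They were 37896269 in the paper and 11347158 here for L1, 35507285 in the paper and 11326238 here for L2, and 34761891 in the paper and 10436038 here for L3. For H1 they were 35814976 in the paper and 11052723 here, for H2 39049374 in the paper and 11337067 here, and for H3 36926584 in the paper and 11370043 here. No alternative bears on these totals.

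The log2 FCs of Table 3 came from DESeq2 and those found here from edgeR, so they are estimates by different tools. The log2 FC of Table 3, given by the paper as high-FCR over low-FCR, lay more than 1 standard error (by edgeR here) from the value found here for 52 of 56 genes, always with the same sign. Beyond that bound a log2 FC is taken to differ, in each setting, and no test of the difference was made. For genes higher in the low-FCR group, the paper's value and that found here were RASGRF1 -1.01 and -2.01, MYOC -1.01 and -2.58, MMP10 -1.02 and -1.53 and ENSGALG00000046702 -1.02 and -2.43. The paper's value and that found here were LBFABP -1.03 and -2.78, ART4 -1.03 and -3.49, ENSGALG00000042748 -1.03 and -1.84 and LAPTM4B -1.04 and -1.57. In the paper and here these were ENSGALG00000051535 -1.04 and -4.56, MESP1 -1.04 and -4.43, SPON2 -1.05 and -1.68 and CDK5R1 -1.06 and -1.67. The paper's value and that found here were C1QL1 -1.06 and -1.77, ENSGALG00000052853 -1.06 and -2.22, MYO16 -1.06 and -2.51 and ENSGALG00000052135 -1.07 and -4.19. In the paper and here these were MYOZ3 -1.10 and -2.66, CHAC1 -1.12 and -1.69, PLA2G4B -1.12 and -2.50 and ENSGALG00000034236 -1.15 and -3.02. The paper's value and that found here were LOC100857280 -1.15 and -1.80, SLC23A3 -1.17 and -2.37, MMACHC -1.17 and -1.81 and CEBPD -1.20 and -1.77. In the paper and here these were NRAP -1.21 and -2.98, ENSGALG00000035976 -1.27 and -4.79, ENSGALG00000042392 -1.28 and -3.11 and YJEFN3 -1.41 and -3.75. The paper's value and that found here were SLC6A7 -1.46 and -3.56 and MLKL -1.47 and -2.58. For genes lower in the low-FCR group, the paper's value and that found here were LOC771880 (ENSGALG00000048572) 1.02 and 1.99, KNG1 1.03 and 2.14, ENSGALG00000051950 1.09 and 4.12 and TRIM27.2 1.11 and 1.67. The paper's value and that found here were OASL 1.12 and 1.61, ENSGALG00000051810 1.13 and 2.18, ENSGALG00000051402 1.14 and 2.94 and PTPDC1 1.16 and 1.82. In the paper and here these were ENSGALG00000005754 1.18 and 2.01, LOC107053928 1.20 and 1.99, ENSGALG00000051068 1.21 and 2.29 and LYGL 1.25 and 3.12. The paper's value and that found here were LAG3 1.25 and 1.73, MX1 1.27 and 1.97, ENSGALG00000049045 1.27 and 3.87 and ENSGALG00000054404 1.31 and 2.75. In the paper and here these were LOC107049158 1.37 and 3.00, PLAC8 1.43 and 2.18, ENSGALG00000047845 1.44 and 2.04 and LOC771880 (ENSGALG00000052285) 1.48 and 4.41. The paper's value and that found here were USP41 1.55 and 2.10 and LY6E 1.55 and 2.04. The median absolute difference was 1.06. Of the alternatives set before the data were examined, the values of 52 genes did not differ with the median shift, 51 with array weights, 50 with a pseudocount of 1, 47 with limma, quantile normalization or robust empirical Bayes, 38 with TPM and 25 with a pseudocount of 0.1. With the replicate block 18 did not differ, with H3 grouped as low-FCR 17, with the series term 14, with no filter 5 and with a mean FPKM of at least 1 or 5 4. Without L1 or L3 19 did not differ, without H3 14, without H1 7, without H2 5 and without L2 3. By edgeR the Pearson correlation with the paper's values over the 56 genes was 0.945. With DESeq2 and the prior, chosen after seeing the values, it was 0.996. There 55 of the 56 did not differ, with a median absolute difference of 0.03. The values with the prior were thus nearer to the paper's than those by edgeR were. The paper's text does not say whether its DESeq2 run used such a prior. At the paper's p and fold change 9 of its 56 genes are dropped with the prior. Their absolute log2 FCs with the prior were 0.897 to 0.993, just under the cut-off of 1. Of the genes of Table 3, 17 have a q under 0.05 in the paper. At an adjusted p under 0.05 there were 0 by edgeR, 9 by DESeq2 and 8 by DESeq2 with the prior. Of all genes tested, edgeR had 463 (3.24%) at an unadjusted p under 0.05, fewer than chance gives.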

Other observations

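The test of Z-linked genes among the lower genes was chosen only after the result was seen. Genes of the cell cycle were lower in the low-FCR group in 23 of 23, with a median log2 FC of -0.34 (camera with a preset correlation, adjusted p = 1.0e-05; adjusted p = 0.545 with an estimated correlation and 0.513 with H3 grouped as low-FCR). Their mean level, on the log2 scale around the mean of the birds, was -0.29, 0.18 and -0.40 in L1, L2 and L3 and -0.31, 0.43 and 0.40 in H1, H2 and H3. PLK1, a mitotic kinase, had a log2 FC of -0.59 (standard error 0.32; -0.93 without L2) and CENPF, a kinetochore protein, -0.38 (standard error 0.22; -0.107 with H3 grouped as low-FCR). Markers of absorptive enterocytes were higher in 17 and lower in 4 of 21, with a median of 0.53 (adjusted p = 8.6e-05; adjusted p = 0.545 with an estimated correlation, 0.471 without H3 and 0.123 with H3 grouped as low-FCR), and had a mean level of 0.83, 0.65 and -0.42 in L1, L2 and L3 and 0.95, -0.38 and -1.63 in H1, H2 and H3. ANPEP, a brush border aminopeptidase, had a log2 FC of 0.93 (standard error 0.37; 0.54 without L1). Immediate early and heat shock genes were higher in 15 and lower in 5 of 20, with a median of 0.41 (adjusted p = 0.0182; adjusted p = 0.545 with an estimated correlation, 0.0553 without L1, 0.549 without L3, 0.154 without H1 and 0.126 without H2). Of these, the co-chaperone BAG3 had a log2 FC of 1.37 (standard error 0.57), the chaperone HSPH1 1.64 (standard error 0.78; 0.55 without L3) and the nuclear receptor NR4A3 -1.16 (standard error 0.49; -0.75 without H2). CEBPD of this list is in Table 3. In each of these lists 0 genes passed when adjusted over the list alone.

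Markers of adipocytes were higher in 7 and lower in 2 of 9, with a median log2 FC of 0.87 (adjusted p = 0.00165; adjusted p = 0.545 with an estimated correlation, 0.0769 without H3 and 0.588 with H3 grouped as low-FCR). CIDEC, of lipid droplets, had a log2 FC of 1.29 (standard error 0.49; 1.95 without H1) and LPL, the lipoprotein lipase, 0.87 (standard error 0.34). Markers of fibroblasts and vessels were higher in 15 and lower in 3 of 18, with a median of 0.32 (adjusted p = 0.0246; adjusted p = 0.570 with an estimated correlation). Their adjusted p was 0.145 to 0.625 without L1, L3, H1 or H3 and 0.874 with H3 grouped as low-FCR. Markers of red blood cells were higher in 2 and lower in 1 of 3, with a median of 0.54 (adjusted p = 0.0345; adjusted p = 0.545 with an estimated correlation), and their adjusted p was 0.0920 to 0.262 without L2, L3, H1 or H3 and 0.314 with H3 grouped as low-FCR. Of these, the globin gene HBA1 had a log2 FC of 1.04 (standard error 0.38). Markers of the exocrine pancreas were higher in 4 of 6, with a median of 0.71 (adjusted p = 0.181; adjusted p = 0.0125 without H1), and markers of liver in 4 of 8, with a median of -0.00464 and a mean of -0.26 (adjusted p = 0.589). KNG1 of the liver list is in Table 3. Markers of enteroendocrine cells were higher in 6 of 16, with a median of -0.16 and a mean of -0.05 where camera pointed higher (adjusted p = 0.752), and CHGA, a granin, had a log2 FC of 0.59 (standard error 0.25). Markers of the distal small intestine were higher in 6 of 7, with a median of 1.67 (adjusted p = 0.180; adjusted p = 0.00223 without L2 and 0.0495 without H1). In these lists 0 genes passed when adjusted over the list alone. W-linked genes had an adjusted p of 5.9e-09 by camera, 0.734 without L1, and an adjusted p = 0.545 with an estimated correlation. Of the 18 HOX genes with a mean count of at least 20, 10 were lowest in L2 or H3. H2 was lowest in HOXA5, HOXA4, HOXB7, HOXB8, HOXB5 and HOXB2, and L1 in HOXC4 and HOXB3. HOXC9, named after its values were seen, had 1 count in L2 and 0 in H3. It had 118 in L1, 104 in L3, 24 in H1 and 21 in H2.

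For counts across all genes, 10 splits of the birds are too few for a share under 0.05. At an unadjusted p under 0.01 and an absolute log2 FC over 1 the real split gave 58 genes and the highest other 230, with 6 splits giving as many as the real one. The split with 230 genes set L1, L3 and H3 against L2, H1 and H2. By edgeR 0 genes passed adjustment in the real split and in the highest other, so 10 splits gave as many. In the real split 10 genes passed by DESeq2, 9 by DESeq2 with the prior and 0 by limma and limma-voom. At an unadjusted p under 0.05 the real split had 463 genes by edgeR (3.24%), fewer than chance gives. For lists past adjustment the real split gave 16 and the highest other 15, with 1 split as high. The gap on component 1 over genes picked by p was 0.462 in the real split and 0.553 to 0.810 in the others. Counted with the real one, 10 splits were thus as large.

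Z-linked genes were 3 of the 38 genes lower in the low-FCR group at these thresholds (7.89%), against 4.57% of the genes tested (Fisher's exact test, two-sided, p = 0.250). Whether the single Z copy that L1 may have adds to these genes cannot be told apart at this number of genes. The 3 genes of Table 3 on chromosome Z were all lower in the low-FCR group. The log2 FC of AVD was -1.27 with all birds and -1.45 without L1. That of ENSGALG00000051402 was -2.94 and -3.00, and that of ENSGALG00000049045 was -3.87 and -3.36. The lower levels of these 3 genes thus do not rest on L1 alone.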
